# Low retinoic acid levels mediate regionalization of the Sertoli valve in the terminal segment of mouse seminiferous tubules

**DOI:** 10.1038/s41598-020-79987-4

**Published:** 2021-01-13

**Authors:** Kasane Imura-Kishi, Aya Uchida, Naoki Tsunekawa, Hitomi Suzuki, Hinako M. Takase, Yoshikazu Hirate, Masami Kanai-Azuma, Ryuji Hiramatsu, Masamichi Kurohmaru, Yoshiakira Kanai

**Keywords:** Developmental biology, Stem cells

## Abstract

In mammalian testes, undifferentiated spermatogonia (A_undiff_) undergo differentiation in response to retinoic acid (RA), while their progenitor states are partially maintained by fibroblast growth factors (FGFs). Sertoli valve (SV) is a region located at the terminal end of seminiferous tubule (ST) adjacent to the rete testis (RT), where the high density of A_undiff_ is constitutively maintained with the absence of active spermatogenesis. However, the molecular and cellular characteristics of SV epithelia still remain unclear. In this study, we first identified the region-specific AKT phosphorylation in the SV Sertoli cells and demonstrated non-cell autonomous specialization of Sertoli cells in the SV region by performing a Sertoli cell ablation/replacement experiment. The expression of *Fgf9* was detected in the RT epithelia, while the exogenous administration of FGF9 caused ectopic AKT phosphorylation in the Sertoli cells of convoluted ST. Furthermore, we revealed the SV region-specific expression of *Cyp26a1*, which encodes an RA-degrading enzyme, and demonstrated that the increased RA levels in the SV region disrupt its pool of A_undiff_ by inducing their differentiation. Taken together, RT-derived FGFs and low levels of RA signaling contribute to the non-cell-autonomous regionalization of the SV epithelia and its local maintenance of A_undiff_ in the SV region.

## Introduction

In the convoluted seminiferous tubule (ST) of mammalian testes, undifferentiated (i.e., stem/progenitor) spermatogonia (A_undiff_) reside in the basal compartment, whereas differentiated spermatogonia (A_diff_) undergo meiotic differentiation and translocate into the adluminal compartment by moving across the tight junctions between adjacent Sertoli cells, followed by the progressive formation of spermatocytes, spermatids, and spermatozoa^1^. The spermatozoa are finally released into the lumen (i.e., spermiation), subsequently transferred by luminal fluid flow into the rete testis (RT), anastomosing tubules connecting to the efferent duct^2^.

The balance between maintenance and differentiation of germ line stem/progenitor cells is mainly coordinated by Sertoli cells through their expression of several signaling factors, such as members of the fibroblast growth factor (FGF), transforming growth factor-β (TGF-β) families, and retinoic acid (RA)^3–5^. In mouse testes, sex differentiation and maintenance of male germ cells are regulated by FGF9 and Nodal/Activin signals at the fetal and postnatal stages^6–10^. After sexual maturation, spermatogonial stem/progenitor cells are maintained mainly by glial cell line-derived neurotrophic factor (GDNF) signals and FGF2/FGF8/FGF5 within the basal compartment^11–14^. On the other hand, a subpopulation of A_undiff_ expresses RA receptors (RARs)^15,16^, and RA signals promote the differentiation of A_undiff_ into A_diff_^17,18^. In the convoluted ST, the levels of GDNF and RA are inversely correlated, and are cyclically regulated in a seminiferous epithelial cycle stage-dependent manner: high GDNF signal at early stages of the seminiferous epithelial cycle (reaching a peak around stage I)^19,20^ versus high RA signal at later stages (a peak at stage VIII)^21–23^. This balance between counteracting GDNF and RA signals appears to be involved in the continuous spermatogenesis in the convoluted ST of adult testes.

In the proximal terminal end of ST, the Sertoli valve (SV), a valve-like structure on the luminal side of the tubuli rectus, is formed at the border between the ST and RT in mammalian testis^24,25^. Such a structure in the terminal segment of ST may regulate the directional flow of the luminal fluid and sperm^24,25^, yet the exact function of the SV in spermatogenesis remains unclear. The SV epithelia lack most spermatogenic activity, mainly composed of GFRα1-positive stem/progenitor spermatogonia and proliferative Sertoli cells, which are biased to the proximal part of the SV region (SV niche)^26–28^. It is likely that certain unique signaling states within the SV epithelia (e.g., high GDNF expression) contribute to maintaining the GFRα1-positive A_undiff_ in the SV region^26,29^. However, the regionalization of the SV epithelia and their molecular/cellular characteristics are unclear.

In this study, we examined the postnatal development of the SV region and demonstrated the non-cell autonomous regionalization of the SV is due to active degradation of RA and, potentially, is modulated by FGF signaling from the adjacent RT region. We also investigated the molecular characteristics of SV epithelia by global mRNA analyses, comparing gene expression profiles of isolated SV fragments with those of ST and RT fragments.

## Results

### Constitutively activated AKT signals in the SV epithelia

The SV epithelia in mouse testis comprise unique Sertoli cells with distinct characteristics from those in the convoluted seminiferous epithelia, represented by high-level expression of acetylated tubulin (ace-TUB)^26–29^. However, the mechanism of its regional specificity and homeostasis still remain to be discovered. In order to understand the specification of Sertoli cells within the SV region, we first screened the potential signaling pathways activated specifically in the SV epithelia and revealed constitutively high expression of phosphorylated AKT (p-AKT) in the Sertoli cells located within the SV region (Fig. 1a–f). In the convoluted seminiferous tubule (ST), p-AKT immunoreactivity was observed in the cytoplasm of Sertoli cells in a seminiferous epithelial cycle-dependent manner. p-AKT expression was high at seminiferous epithelial stages II–VI (Fig. 1b), whereas low at the seminiferous epithelial stages IX–XII (Fig. 1b), where the expression levels of phosphorylated ERK (p-ERK) are known to be high^30^. These data suggest the distinct regulation of AKT or ERK signaling pathway in the convoluted seminiferous epithelia with seminiferous epithelial stage dependency. Interestingly, Sertoli cells within the ace-TUB–positive SV region showed constitutively high expression levels of p-AKT expression, in comparison to the fluctuating expression pattern of p-AKT in the convolute seminiferous epithelia (Fig. 1d,e). In the developing postnatal mouse testes, the terminal segment of seminiferous tubules was partially positive for anti-p-AKT and ace-TUB staining at postnatal day (P) 7 (i.e., prior to the formation of the SV structure and the initiation of luminal fluid flow) (Fig. 1f). These signals became clearer in the Sertoli cells at P14, leading to the establishment of the SV structures with high expression of p-AKT by P28 (Fig. 1f). In the germ cell-depleted *W/W*^v^ mutant mice, p-AKT expression remained high in the SV region compared to the convoluted ST (“W/W^v^” in Fig. 1d,e), suggesting no appreciable contribution of spermatogenic cells to the high p-AKT expression in the SV epithelia (Fig. 1e). In contrast, p-ERK immunoreactivity was not restricted to the SV nor proximal ST regions, neither in wild-type and *W/W*^*v*^ testes (Fig. S1a). Signals of anti-phosphorylated p38 nor anti-phosphorylated JNK staining were not restricted to the SV region either (Fig. S1b). We further showed the ubiquitous expression of AKT1/2 in Sertoli cells of both ST and SV regions (Fig. S1c). The p-AKT signals were lost by the pretreatment with alkaline phosphatase prior to immunostaining, confirming the specificity of the anti-p-AKT antibody to the phosphorylated forms of AKT (Fig. S1d). Based on these findings, we conclude that p-AKT signals can be used as a marker of Sertoli cells in the SV region.

**Figure 1:**
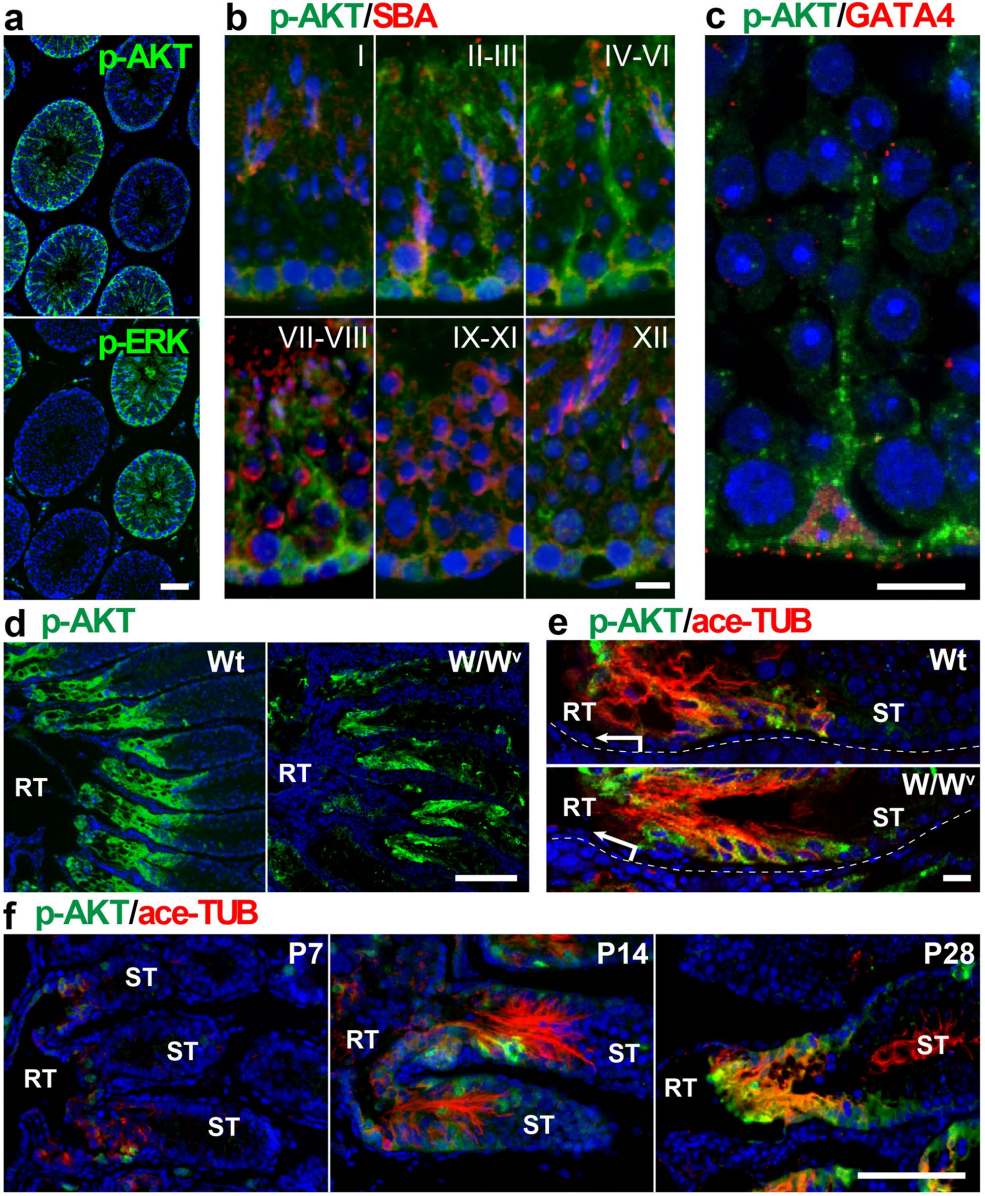
High phosphorylated AKT (p-AKT) signals in the SV epithelia. (**a**–**c**) Anti-p-AKT (green in **a**–**c**), anti-phosphorylated ERK (p-ERK; green in **a**), SBA lectin (acrosome staining; red in **b**), and anti-GATA4 (red in **c**) staining of the convoluted ST of adult wild-type mouse testes. In plate (**a**), anti-p-AKT and p-ERK immunostaining of two serial sections shows reversed complementary expression patterns of p-AKT and p-ERK in the ST. In plate (**c**), p-AKT signals were observed mainly in the cytoplasmic region of GATA4-positive Sertoli cells. In plate (**b**), roman numerals indicate the seminiferous epithelium cycle stage. (**d**,**e**) Anti-p-AKT (green) and anti-acetylated tubulin (ace-TUB; red) double staining of the proximal region of adult wild-type (Wt) and *W/W*^*v*^ testes, showing the transient region of RT and ST. Plate (**e**) shows the SV regions in plate (**d**) at higher magnifications. (**f**) Anti-p-AKT (green) and anti-ace-TUB (red) double staining of the proximal ST in the wild-type testes at postnatal (P) days 7, 14, and 28. RT, rete testis. ST, convoluted seminiferous tubules. Scale bars represent 50 μm in (**a**), 10 μm in (**b**,**c**), 200 μm in (**d**), 20 μm in (**e**), 100 μm in (**f**).

### Regeneration of the SV epithelia with AKT phosphorylation by the transplanted Sertoli cells

To examine whether the immature Sertoli cells adjacent to RT are pre-determined to form the SV epithelia or not, we conducted a Sertoli cell transplantation assay using the diphtheria toxin (DT)-treated AMH-Treck Tg male mice with Sertoli cell-ablated STs^31^. In brief, we collected Sertoli cell from the distal part of the convoluted STs (i.e., the region without RT and proximal ST) of CAG-EGFP (cytoplasmic/nuclear EGFP) or R26-H2B-mCherry (nuclear mCherry) mouse testes, and then injected the Sertoli cell suspension intratubularly into the DT-pretreated AMH-Treck host males as reported previously (Fig. 2a)^30^. At day 10 post-Sertoli cell transplantation, the donor-derived (GFP-positive) SOX9-positive Sertoli cells had settled in the presumptive SV regions adjacent to the host-derived RT in the recipient AMH-Treck Tg males (Fig. 2b), indicating the replacement of SV Sertoli cells with the transplanted donor-derived Sertoli cells. At day 45 post-transplantation, spermatogenesis was recovered in some of the proximal STs (Fig. 2c–f), in which the donor-derived (mCherry/SOX9-double positive) Sertoli cells had settled, including the presumptive SV region connecting to RT (Fig. 2d,e). Interestingly, the presumptive SV regions colonized by mCherry/SOX9-double positive transplanted Sertoli cells were also positive for anti-ace-TUB/p-AKT staining, reconstituting the valve-like structures enriched with GDNF expression (Fig. 2c,d,f). These findings imply that the SV structure was non-cell autonomously constructed by the transplanted Sertoli cells located adjacent to the RT, suggesting the possibility that the factors derived from the RT and its surrounding tissues contribute to the regionalization of mouse SV epithelia.

**Figure 2:**
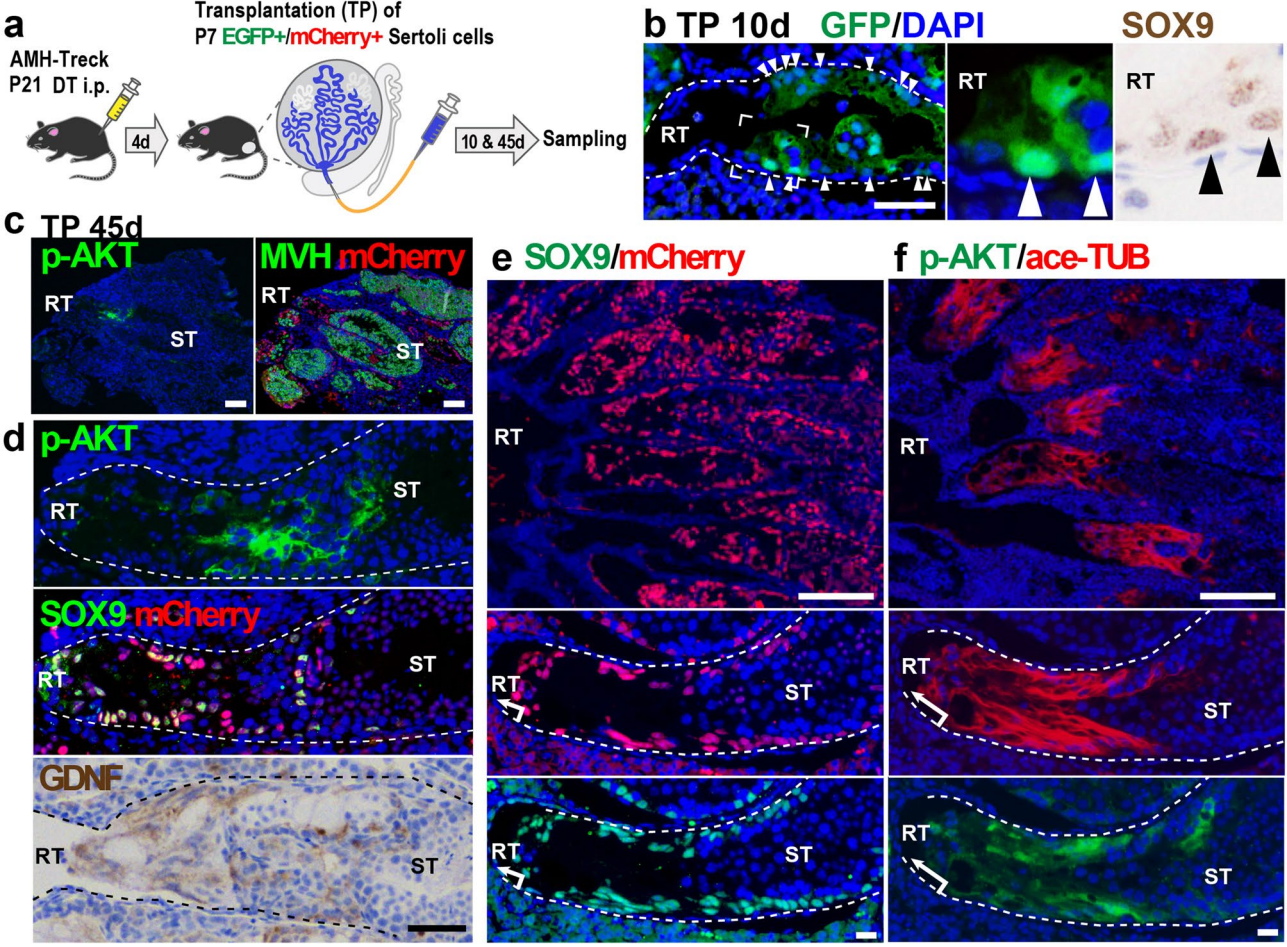
Regeneration of the SV epithelia by transplanted Sertoli cells adjacent to the RT. (**a**) Schematic representation of Sertoli cell ablation/transplantation experiment. GFP or mCherry-positive Sertoli cells (P7) were injected into the empty STs of recipient AMH-Treck males that were pretreated with DT at P21 (P21) to ablate endogenous Sertoli cells (n = 4). (**b**) Donor-derived (cytoplasmic/nuclear GFP-positive) Sertoli cells (arrowheads) were settled in the presumptive SV region adjacent to the host-derived (GFP-negative) RT in the recipient Tg male at day 10 post-transplantation. Insets, magnifications of two serial sections stained with anti-GFP (green) and anti-SOX9 (brown) antibodies respectively. (**c**–**f**) Anti-p-AKT, anti-SOX9, anti-MVH (germ cell marker), or anti-GDNF staining, together with anti-mCherry staining, in the proximal region of the Tg testes at day 45 post-transplantation. The donor-derived Sertoli (mCherry/SOX9-double positive) cells regenerated SV-like epithelia positive for anti-ace-TUB, anti-p-AKT, and anti-GDNF staining between the RT and the convoluted ST with several patches of active spermatogenesis (ST; MVH-positive in c; meiotic and post-meiotic germ cells in hematoxylin- and 4′,6-diamidino-2-phenylindole (DAPI)-stained images in **d**–**f**). Two panels of **c**, upper two panels of **d**, and two top and four lower panels of (**e**,**f**) represent serial sections. Broken lines are the outlines of the ST. *DT* diphtheria toxin, *RT* rete testis, *ST* seminiferous tubule. Scale bars represent 50 μm in (**b**,**d**), 100 μm in (**c**), 200 μm in (**e**,**f**) (upper), 20 μm in (**e**,**f**) (lower).

### Expression profile of FGF-related genes and potential contribution of FGF signaling to the AKT phosphorylation in Sertoli cells

Having identified the SV-specific AKT phosphorylation, we then asked which signaling molecule contributes to this local AKT activation. Based on our previous study showing the SV-specific HSPG (Heparan Sulfate Proteoglycan) enrichment in hamsters^26^, we hypothesized that HSPG, which functions as a reservoir and co-receptor of FGF ligands^32^, modulates the SV-specific AKT activation through its local storage and reception of ligands produced by the RT. To test this hypothesis, we focused on FGFs as a potential upstream of AKT activation at the SV. We first confirmed the enrichment of HSPG in the basement membrane of the SV region in adult wild-type mouse testis (Fig. 3a), which is consistent with our previous work in hamster. HSPG was observed predominantly in the SV region, while the RT region marked by ECAD (E-cadherin, also known as Cadherin-1) immunoreactivity only showed little expression of HSPG (Fig. 3a’). We then examined the gene expression levels of FGF ligands and their receptors in RT, SV, and convoluted ST of both wild-type ICR mice and germ cell-depleted mutant (*W/W*^*v*^) mice. To collect RT, SV, and ST samples for genetic analysis, we first injected trypan blue solution into ICR and *W/W*^*v*^ mouse testes via efferent ducts to facilitate the visualization of RT and SV regions, and then manually isolated the RT, SV, and distal convoluted ST fragments separately under a dissecting microscope (n = 4 for ICR mice, n = 5 for *W/W*^*v*^ mice). qRT-PCR analyses confirmed that the expression levels of *Fgf9* and *Fgf10* were significantly higher in the RT compared to the convoluted ST in wild-type mice (Fig. 3b). The expression levels of *Fgf9* were significantly higher in the RT also in the *W/W*^*v*^ mutant mice, suggesting that its region-specific difference is not due to the existence of germ cells (Fig. 3b). Next, we examined the mRNA expression levels of two major FGF receptor genes in Sertoli cells, *Fgfr1* and *Fgfr2*^33^. As a result, *Fgfr2* was expressed significantly higher in the SV region compared to the ST region both in *W/W*^*v*^ and wild-type mice (Fig. 3b). *Fgfr1* expression in the SV was significantly higher in the *W/W*^*v*^ mice, but not in wild-type mice potentially due to the contamination of germ cells (Fig. 3b). We further performed in situ hybridization in the wild-type mice to confirm the localization of mRNA in each gene. As a result, the expression of *Fgf9* was detected in the RT region, while hardly any *Fgf9* signals were observed in SV and ST regions (Fig. 3c). On the other hand, both *Fgfr1* and *Fgfr2* mRNA were detected both in the SV and RT regions (Fig. 3c). Such co-expression of HSPG and FGFRs in the SV region suggests the potential binding and activation of FGFs within the SV region.

**Figure 3:**
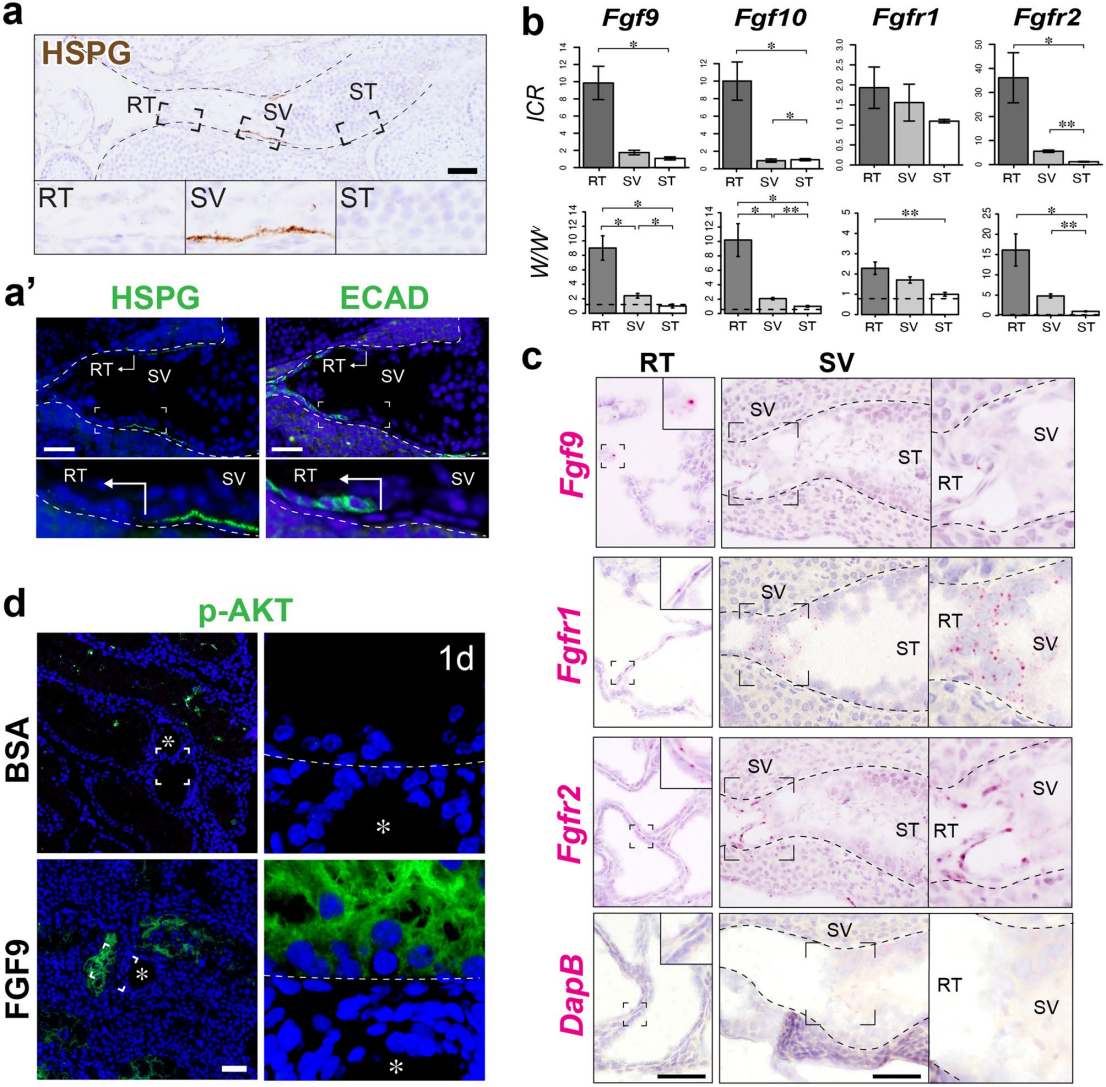
Expression profiles of FGF-associated genes and their association with p-AKT expression in the SV epithelia. (**a**) HSPG immunohistochemistry (brown in **a**, green in the left plate of **a’**), showing high HSPG expression in the basement membrane of the SV region, compared to those in the convoluted ST and the RT marked by ECAD (E-cadherin; Cadherin-1) immunohistochemistry (green in the right plate of **a’**). (**b**) Quantitative RT-PCR analysis of FGF-related genes (*Fgf9*, *Fgf10, Fgfr1* and *Fgfr2*) in the RT, SV, and convoluted ST fragments from wild-type ICR mouse testis (n = 4) and *W/W*^*v*^ testes (n = 5). Analysis was performed using a paired t-test. *p < 0.05; **p < 0.01. Broken horizontal line, expression level in the wild-type convoluted ST with active spermatogenesis. (**c**) In situ hybridization images of wild-type mouse testis, showing the expression of *Fgf9* in the RT, and expressions of *Fgfr1* and *Fgfr2* in both the RT and the SV. *DapB* was used as a negative control probe, showing little non-specific staining in the RT and the SV region. (**d**) Anti-p-AKT (green) staining of *W/W*^*v*^ mutant mouse testis at 24 h after FGF9-soaked bead transplantation, showing an ectopic appearance of p-AKT signals in the ST close to the transplanted FGF9-soaked bead (asterisk), not in the tubules far away from the bead or near BSA-soaked beads (asterisk). The right-most panel shows the magnified image of the p-AKT-positive Sertoli cells indicated by the broken square (broken line, the tubular wall). Figures in b were generated by using R^60^. *Asterisk* beads, *RT* rete testis, *SV* Sertoli valve, *ST* seminiferous tubule. Scale bars represent 50 µm.

To investigate the correlation between FGF signaling and AKT phosphorylation at the SV region, we next examined the effect of exogenous FGF9 on the p-AKT signals in convoluted seminiferous tubules by using an in vivo bead transplantation assay (n = 5)^13,34^. In this experiment, *W/W*^*v*^ mutant mice were used to exclude the effect of FGF9 on germ cells. Even without the germ cells, p-AKT signals were observed sporadically in the convoluted seminiferous tubules of the *W/W*^*v*^ mutant mice (Fig. S2a). However, the signal intensity of such p-AKT was relatively weak compared to that in the SV region (Fig. S2b), and not all the Sertoli cells within the cross-sectioned seminiferous tubules expressed p-AKT in the *W/W*^*v*^ mutant mice. In contrast, p-AKT signals were greatly increased in the convoluted ST adjacent to the FGF9-soaked beads, but not in the ST far away from the FGF9-soaked beads nor the ST adjacent to the BSA-soaked beads (Fig. 3d). Therefore, these findings suggest the possible contribution of FGF-FGFR signaling to the SV-specific expression of p-AKT.

### Identification of *Cyp26a1* as an SV-specifically upregulated gene

To further understand the regulatory mechanism of the SV region on a molecular basis, we next performed the global mRNA analyses, aiming to identify the genes specifically expressed in the SV region. The RT, SV, and convoluted ST fragments were manually separated from adult *W/W*^*v*^ mice upon intratubular trypan blue injection (Fig. 4a), and then subjected to the microarray analyses (20 testes for each set of microarrays; 3 sets for RT, 4 sets for SV and ST).

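Cells of the 3 regions separate in these arrays by the markers of their epithelia. In RT, 11 of 15 measured rete testis epithelium markers were higher than in ST and none was lower. For rete testis markers in RT against ST, camera gave adjusted p = 3.53e-06 and adjusted p = 0.261 with an estimated correlation. The higher rete markers include the keratin gene Krt8, with a log2 fold change ± standard error of 6.54 ± 0.42 (adjusted p = 5.61e-07), and the transcription factor gene Pax8 (6.79 ± 0.41, adjusted p = 3.85e-07). The MAS5.0 signal of Krt8 was 6216 ± 1982 in RT, 734 ± 379.9 in SV and 69.7 ± 28.7 in ST (mean ± SD, n = 3, 4 and 4 arrays). Of 26 Sertoli cell markers, 16 were lower in RT and none was higher. For Sertoli cell markers in RT against ST, camera gave adjusted p = 7.39e-09 and adjusted p = 0.261 with an estimated correlation. Among the lower Sertoli markers are Amh, which encodes anti-Müllerian hormone (-3.46, adjusted p = 5.40e-04), the homeobox gene Rhox5 (-3.56, adjusted p = 1.46e-04), Tsx (-3.40, adjusted p = 2.94e-05) and the testis-determination gene Dmrt1 (-3.05, adjusted p = 6.78e-06). Amh had -2.29 with a floor of 32 on the signal. In SV, 7 of the rete testis markers were higher than in ST, among them Pax8 (4.26, adjusted p = 5.85e-05), Cdh1, Mal2 and Krt18. For rete testis markers in SV against ST, camera gave adjusted p = 2.05e-07 and adjusted p = 0.128 with an estimated correlation.

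No Sertoli cell marker was called in SV against ST with limma, where 0 were higher and 2 lower at an unadjusted p under 0.05, and 0 higher and 1 lower when adjusted over the list alone or without RT replicate 3. The Sertoli list as a whole lay lower in SV. For Sertoli cell markers in SV against ST, camera gave adjusted p = 1.20e-04 and adjusted p = 0.282 with an estimated correlation. Markers of efferent duct and epididymis epithelium, which continues from the rete testis, were called as well: 6 of 13 were higher in RT (8 when adjusted over the list alone) and 2 in SV. The median log2 signal of the duct markers above the ST mean was 3.70, 2.74 and 1.16 in RT arrays 1 to 3. Whether duct tissue was in the pieces was not tested, so a rise in RT need not come from rete testis epithelium alone. For efferent duct markers in RT against ST, camera gave adjusted p = 0.0138 and adjusted p = 0.261 with an estimated correlation. For efferent duct markers in SV against ST, camera gave adjusted p = 0.00688 and adjusted p = 0.240 with an estimated correlation. The 2 higher in SV are Foxj1, a transcription factor gene of ciliated cells (2.95, adjusted p = 0.00124 in SV and 6.10, adjusted p = 9.59e-07 in RT), and the chloride channel gene Cftr. Cftr had 2.14 (adjusted p = 0.00685) in SV and 5.82 (adjusted p = 7.83e-07) in RT. Mal2 and Cdh1 of the rete list are also labelled in Fig. 4d, so that those 2 members are not independent of the study's own choice. With each array centred on its median, the counts in RT against ST are 9 rete and 5 efferent duct markers higher and 18 Sertoli markers lower.

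RNA of RT, SV and ST pieces from 7-week W/W^v mice was hybridized to Affymetrix Mouse Genome 430 2.0 arrays, each from a pool of 20 testes, and read as MAS5.0 signals of 45101 probe sets between 0.0451 and 42175 (median 87.1). Labels give 3 RT, 4 SV and 4 ST arrays, as the text here does, while the design text of the series speaks of 3 replicates per region. The test for each pair of regions was limma on log2 signal with Benjamini-Hochberg adjustment over all probe sets, called at an adjusted p under 0.05 and over 2-fold. This test, the gene lists and the rule for named genes were fixed before the data were examined. Replicates 1 and 2 stand apart from replicates 3 and 4 in control probe sets (18S rRNA 3′ signal 20675–32135 against 6063.5–12751, and Actb 3′ over 5′ 1.31–1.43 against 1.73–2.12), so values within each set of replicates are given beside the counts.

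**Figure D1:**
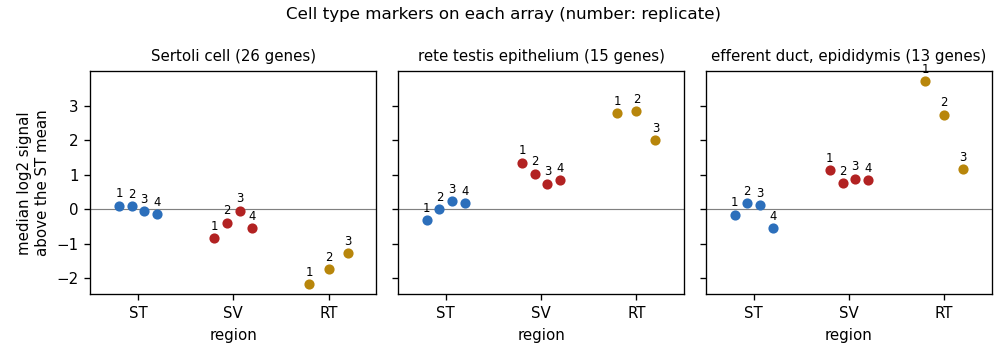
Median log2 signal above the ST mean of 26 Sertoli cell, 15 rete testis and 13 efferent duct markers (y axis) in each RT, SV and ST array (x axis). Rete testis markers lie at 1.99–2.84 in RT arrays and 0.74–1.35 in SV arrays, and Sertoli cell markers at −2.17 to −1.28 in RT arrays.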

**Figure 4:**
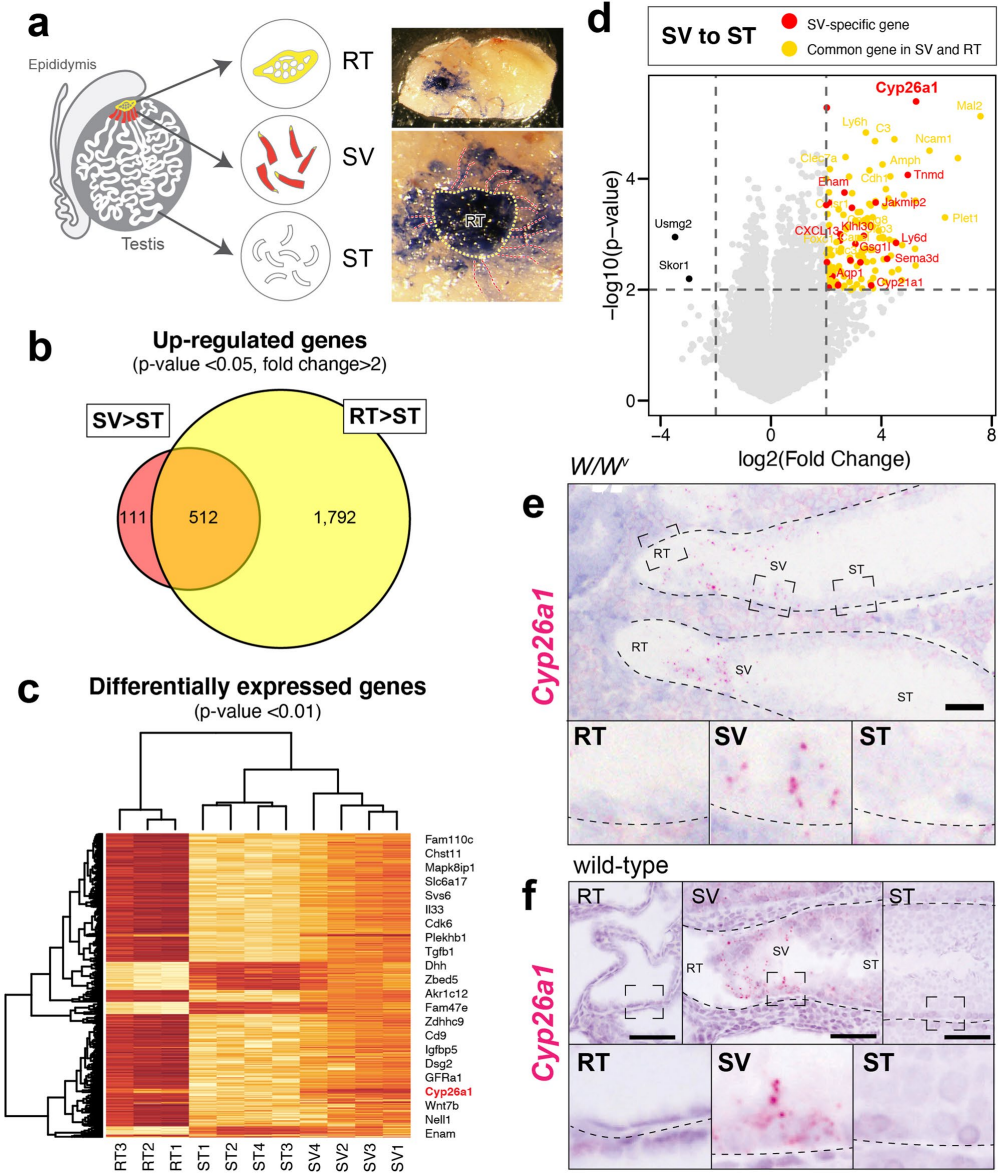
Identification of *Cyp26a1* as an SV-specifically upregulated gene. (**a**) Schematics illustration and dissecting micrographs of the RT (yellow broken line) and the SV (red broken lines) of a *W/W*^*v*^ mutant mouse testis injected with trypan blue solution through the efferent ducts. 20 testes were used for each set of microarrays, and we subjected 3 sets of RT and 4 sets of SV and ST for the microarray analysis. (**b**) Venn diagrams of the probes highly expressed in the SV (623 genes) and the RT (2,304genes) compared to the ST (> twofold changes with *p*-value < 0.05). 111 probes were exclusively expressed in the SV region, which can be regarded as the SV-specific probes. (**c**) Heatmap representation of 862 DEGs with p-value < 0.01. (**d**) Volcano plot of log_2_ Fold Change (x-axis) and -log_10_ p-value (y-axis) of the SV in comparison with the ST. Red dots represent the genes exclusively expressed in the SV, while orange dots represent the genes which also express in the RT. (**e,f**) In situ hybridization images show high *Cyp26a1* signals in the SV epithelia in the *W/W*^*v*^ (**e**) and wild-type (**f**) mouse testes. In (**e**–**f**), lower panels show magnification of the area indicated by broken rectangles in the upper panels. Figures in c and d were generated by using R^60^. Broken lines in (**e**–**f**) indicate the outlines of the ST. *RT* rete testis, *SV* Sertoli valve, *ST* seminiferous tubule. Scale bars represent 50 µm.

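Mal2, a membrane traffic gene of polarized epithelia, the desmosome gene Dsp and the E-cadherin gene Cdh1 were higher in both SV and RT than in ST. The signal of Mal2 was 1348 ± 203 in RT, 255 ± 116 in SV and 1.31 ± 0.736 in ST (n = 3, 4 and 4, and adjusted p = 2.42e-06 in SV and 1.19e-07 in RT). Because its ST signal is so low, the size of its fold change depends on the background: with a floor of 32 the log2 fold change is 2.85 in SV and 5.39 in RT. Dsp, which encodes desmoplakin of the desmosome, was higher by 6.12 ± 0.30 (adjusted p = 8.34e-07) in SV and 8.45 ± 0.32 (adjusted p = 5.02e-08) in RT. Cdh1, which encodes ECAD, the RT marker of Fig. 3a, was higher by 4.16 ± 0.27 (adjusted p = 4.51e-06) and 6.46 ± 0.29 (adjusted p = 9.16e-08). Among the 10 genes named for the largest rise were also Ecrg4 (SV 6.77, adjusted p = 4.51e-06, and RT 9.08, adjusted p = 1.75e-07) and the epithelial surface protein gene Plet1 (SV 6.31, adjusted p = 4.80e-06, and RT 9.67, adjusted p = 1.19e-07). Of these 10 genes, each stays called in SV without any 1 array, while of the 10 named for the largest fall in SV 3 stay called and 7 lose the call without some array.

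In all, 675 probe sets (483 genes) were higher and 30 (23 genes) lower in SV than in ST, and 4607 (2733 genes) were higher and 2473 (1622 genes) lower in RT than in ST. Among the 10 genes named for the largest fall in RT are Sall4, a transcription factor gene of spermatogonia (-5.49, adjusted p = 3.24e-04), Islr2 (-5.42, adjusted p = 3.81e-05) and Fam155a (-4.94, adjusted p = 8.42e-06). The piRNA pathway genes Tdrd1 (-4.69, adjusted p = 3.79e-05) and Mael (-4.47, adjusted p = 1.95e-04) are also among them. Taf7l, a testis form of a TFIID subunit, had -4.88 (adjusted p = 0.00266). With a floor of 32 the values of Sall4, Fam155a, Tdrd1 and Taf7l were -3.59, -2.13, -3.06 and -3.07, and Plet1 in SV had 3.60. Lower in SV, and also in RT, was Emp1, an epithelial membrane protein gene (SV -1.27, adjusted p = 0.00444, and RT -1.20, adjusted p = 0.00114). The macrophage complement receptor gene Vsig4 was lower in both as well (SV -1.30, adjusted p = 0.0122, and RT -1.19, adjusted p = 0.00398). The median log2 fold change of the 26 Sertoli cell markers in RT was -1.76. Over all probe sets the median log2 fold change was 0.13 in RT against ST, and the share of calls that were higher there, 65.1%, became 49.6% (3482 higher, 3535 lower) with quantile normalization and 34.9% (2812 higher, 5254 lower) with median centring.

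Within replicates 1 and 2 the counts were 1127 higher and 192 lower in SV, and 5089 and 2589 in RT. Within replicates 3 and 4, with 1 RT array assumed to vary like the others, limma called 0 and 0 in SV (1191 higher and 479 lower at an unadjusted p under 0.05) and 1016 and 869 in RT. The count lower in SV was 80 with these sets of replicates as a block and 104 with a replicate block. Leaving out SV replicate 1, SV replicate 4 or SV replicate 3 changed the count higher in SV to 381, 402 or 1269. The count lower in SV was 12 without SV replicate 1, SV replicate 2 or ST replicate 2, 18 without SV replicate 4 and 155 without SV replicate 3.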

The transcriptomic analysis resulted in the identification of 623 and 2,304 upregulated probes in the SV and RT respectively, compared to the convoluted ST (> twofold change with *p*-value < 0.05). Since 512 probes were shared by the 2 groups, 111 probes were identified as SV-specific probes, which are exclusively expressed in the SV region (Fig. 4b). 

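Most of what was higher in SV than in ST was higher in RT too, and higher there by more. Of the 675 probe sets, 589 (87.3%) were also called higher in RT; 526 of these 589 had the higher mean in RT, 356 were called lower in SV than in RT, and only 3 were called higher in SV than in RT. Krt18, a keratin gene of simple epithelia, shows the usual order, with a signal of 3603 ± 862 in RT, 807 ± 221 in SV and 53.5 ± 30.2 in ST. Its log2 fold change was 4.08 ± 0.38 (adjusted p = 7.96e-05) in SV against ST and -2.17 ± 0.41 (adjusted p = 0.00321) in SV against RT. Acpp, which encodes an acid phosphatase, has the same order (2954 ± 508 in RT, 359 ± 219 in SV and 12.2 ± 12.3 in ST). Its values were 5.22 (adjusted p = 5.14e-04) in SV against ST and -3.24 (adjusted p = 0.00590) in SV against RT. The 3 in reverse order are Cyp26a1, Tnmd, which encodes tenomodulin, and Sema3d, a secreted semaphorin gene. Rasl10b, a gene for a Ras-like small GTPase, was higher in SV alone (8.91 ± 2.82 in RT, 106 ± 51.5 in SV and 6.51 ± 1.93 in ST). It had 3.89 ± 0.58 (adjusted p = 0.00254) against ST and 3.44 (adjusted p = 0.00261) against RT, while RT against ST was 0.45 (adjusted p = 0.668). With a floor of 32 its value was 1.54 against both, and the call against ST is lost (adjusted p = 0.120). Acpp in SV against ST was 3.27 with this floor.

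The SV excess over ST of the 589 was in the median 28.8% of their RT excess (quartiles 18.5% and 51.9%), and 65 had an SV excess above that of RT. The 589 were selected for being higher in SV, and over all probe sets higher in RT this median was 20.3%. Fitted over the 4607 probe sets higher in RT, the share was 44.9%, 29.5%, 9.12% and 29.7% in SV arrays 1 to 4 (mean 28.3%, SD 14.7%). Of the 86 probe sets (66 genes) that were higher in SV and not called in RT, 29 were higher in SV than in RT and 57 were not called between them. Their median log2 fold change in RT against ST was 0.65, and in 10 it was above 1. Independent lists of the same sizes would share 68.95. Both comparisons use the same ST arrays. With ST arrays split so that SV and RT were each compared to 2 of their own, 264–423 probe sets were called in both.

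Without SV replicate 1, SV replicate 4 or SV replicate 3 the shared count was 338, 357 or 1078. The count not called in RT was 43, 46, 45 and 191 without SV replicates 1, 2, 4 and 3. Replicates 1 and 2 alone gave 974 and 153, and replicates 3 and 4 alone gave 0 and 0 with limma (847 and 344 at an unadjusted p under 0.05).

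**Figure D2:**
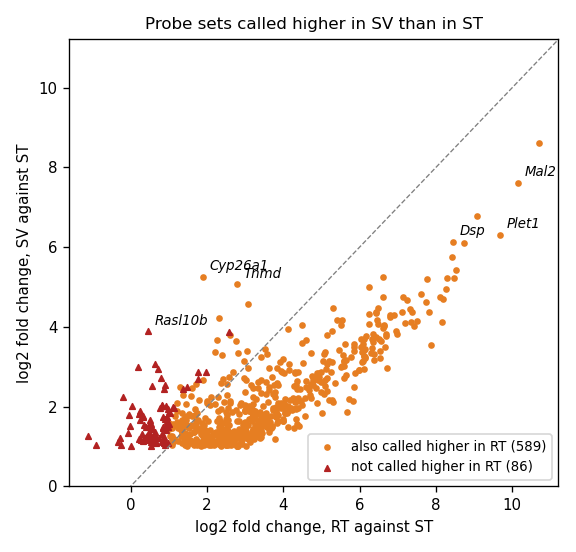
Log2 fold change of SV against ST and of RT against ST for the 675 probe sets called higher in SV, 589 of them also called in RT and 86 not; the dashed line marks equality. Most points lie on the side of the line where the RT value is larger.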

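Of 8 genes for enzymes, channels and secreted factors, 4 were higher in SV than in ST. Ptpn5, which encodes a tyrosine phosphatase, was higher in SV than in both other regions (signal 51.4 ± 11.7 in RT, 150.3 ± 37.3 in SV and 52.4 ± 13.1 in ST, n = 3, 4 and 4). Its log2 fold change was 1.51 ± 0.31 (adjusted p = 0.0205) against ST and 1.53 (adjusted p = 0.00762) against RT, with -0.02 (adjusted p = 0.979) between RT and ST. Sfrp1, for a secreted WNT antagonist, was higher in SV (1.18, adjusted p = 0.00346) and in RT (1.12, adjusted p = 8.75e-04) alike (SV against RT 0.06, adjusted p = 0.897). Ctsh, for the protease cathepsin H, was higher in SV (1.10, adjusted p = 0.00124), with 0.85 (adjusted p = 0.00143) in RT, under 2-fold. Higher in RT and not called in SV was Il34, a ligand gene of the CSF1 receptor (RT 2.05, adjusted p = 0.00403, and SV 1.04, adjusted p = 0.278). So was the glycoprotein gene Gpnmb (RT 1.65, adjusted p = 0.0150, and SV 1.12, adjusted p = 0.235). Camp, the gene of an antimicrobial cathelicidin, was higher in SV than in RT (2.28, adjusted p = 0.0290) with 2.17 (adjusted p = 0.0816) against ST, and the ion channel gene Asic2 likewise (1.30, adjusted p = 0.0324, and 1.40, adjusted p = 0.0527).

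Together with Cyp26a1 these are the 8 measured genes that the study picked from its SV-specific probes on the same samples, so their count is not independent evidence of direction. The count of 4 in SV against ST was 3 with median centring and 8 when adjusted over the list alone, and none was lower. For these genes in SV against ST, camera gave adjusted p = 2.93e-08 and adjusted p = 0.0115 with an estimated correlation. In RT against ST 4 were higher (2 with quantile normalization, 1 with median centring), and in SV against RT 4. For these genes in RT against ST, camera gave adjusted p = 0.0809. For these genes in SV against RT, camera gave adjusted p = 0.0838. Serpine2 was not analysed here. In SV against ST Ptpn5 is not called without SV replicate 2 (1.39), SV replicate 4 (1.45), ST replicate 1 (1.44) or ST replicate 4 (1.41), and Ctsh without ST replicate 3 (1.00). In RT against ST the call is lost for Gpnmb without RT replicate 1 (1.37) or RT replicate 2 (1.43) and for Sfrp1 without RT replicate 1 (0.94) or ST replicate 1 (0.98). In SV against RT it is lost for Camp when any 1 of 5 arrays is left out (values 1.49 to 2.82 over all left-out arrays). Asic2 is not called there when any 1 of 5 arrays is left out (values 0.85 to 1.64 over all left-out arrays). With quantile normalization and with median centring the RT calls of Gpnmb (1.29 and 1.23) and Sfrp1 (0.86 and 0.70) are lost. Other Sfrp1 probe sets give another call in SV and in RT.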

Gene ontology (GO) analysis of the 111 SV-specific probes suggested the terms “retinoic acid metabolic process” (*e.g.*, *Cyp26a1, Rbp1*; p = *7.4*E^–02^), “positive regulation of protein phosphorylation” (e.g., *Il34, Camp, Gpnmb, Ptpn5*; p = 6.9^–02^), “detection of mechanical stimulus involved in sensory perception” (e.g., *Asic2, Serpine2*; p = 2.5E^–02^) and “positive regulation of cell proliferation” (*e.g.*, *Il34, Sfrp1, Ctsh*; p = 2.5E^–02^). On the other hand, GO analysis of the 1792 RT-specific genes identified by microarray analyses yielded the terms “positive regulation of epithelial cell proliferation” (e.g., *Fgf1, Fgf9, Bmp4, Notch1, Igf1, Vegfa*; p = 7.8E^–06^), “Wnt signaling pathway” (e.g., *Wnt7b, Wnt9a*; p = 1.5E^–02^) and “Wound healing” (e.g., *Tgfa, Cx3cl1;* p = 4.4E^–02^). These results suggest the secretion of various signaling factors in the RT region, which may affect the terminal end of the ST to obtain its unique phenotypes. 

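Of 10 growth factor, receptor and chemokine genes named in the text for RT, 9 were higher in RT than in ST. Notch1, for a receptor of cell contact signals, was higher in RT by 1.62 ± 0.16 (adjusted p = 8.91e-06) and not called in SV (0.44, adjusted p = 0.159). Its signal was 1987 ± 107 in RT, 883 ± 106 in SV and 653 ± 109.7 in ST (n = 3, 4 and 4). Igf1, for insulin-like growth factor 1, was higher by 1.94 ± 0.21 (adjusted p = 1.86e-05), with 0.84 (adjusted p = 0.0380) in SV, under 2-fold. Bmp4, for a BMP ligand, was higher by 1.62 (adjusted p = 0.00345). Tgfa, for an EGF receptor ligand, was higher by 1.97 (adjusted p = 6.30e-05), with SV at 0.52 (adjusted p = 0.341). The FGF ligand genes Fgf1 (1.87, adjusted p = 0.00172) and Fgf9 (1.83, adjusted p = 0.0264) and the vascular growth factor gene Vegfa (1.34, adjusted p = 0.00174) were higher as well. So were the chemokine gene Cx3cl1 (1.11, adjusted p = 9.74e-04) and the WNT ligand gene Wnt9a (1.44, adjusted p = 0.0156), while Wnt7b was not called (0.32, adjusted p = 0.601, and signal 159 ± 20.9 in RT, 156 ± 33.4 in SV and 141 ± 68.0 in ST).

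Of these 10 genes, which the study picked on the same samples and which are therefore not independent evidence of direction, 9 were higher in RT (6 with quantile normalization, 5 with median centring). For these genes in RT against ST, camera gave adjusted p = 4.10e-04 and adjusted p = 0.261 with an estimated correlation. In SV against ST limma called 0 of the 10, and 0 were past an unadjusted p under 0.05 with over 2-fold. For these genes in SV against ST, camera gave adjusted p = 0.0196 and adjusted p = 0.282 with an estimated correlation. Against RT, 6 were lower in SV (4 with quantile normalization, 2 with median centring): Fgf9 (-2.32, adjusted p = 0.0132), Tgfa, Fgf1, Notch1, Igf1 and Cx3cl1. For these genes in SV against RT, camera gave adjusted p = 5.13e-04 and adjusted p = 0.303 with an estimated correlation. The call in RT against ST is lost for Fgf9 without RT replicate 1 (1.80), RT replicate 2 (1.66), ST replicate 2 (1.60) or ST replicate 4 (1.75), for Cx3cl1 without RT replicate 1 (0.95) and for Wnt9a without RT replicate 1 (1.18). That of SV against RT is lost for Fgf9 without RT replicate 1 (-2.30) or RT replicate 2 (-2.16) and for Fgf1 without RT replicate 1 (-1.14), RT replicate 2 (-1.13) or SV replicate 4 (-1.32). It is also lost for Igf1 without RT replicate 1 (-0.99) or SV replicate 3 (-0.89) and for Cx3cl1 without RT replicate 1 (-0.92) or SV replicate 3 (-0.95). With quantile normalization and with median centring the RT calls of Fgf9 (1.44 and 1.41), Cx3cl1 (0.94 and 0.69) and Wnt9a (1.05 and 1.01) are lost. Vegfa is lost with median centring (0.91). Other probe sets of Tgfa and Cx3cl1 give another call in RT.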

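Among WNT and TGF-beta factors and antagonists, the largest rises in RT were those of Rspo1, Tgfb2 and Dkk3, and all 3 were also higher in SV than in ST. Their SV rises were smaller than those in RT, and RT-derived cells in the SV pieces were not excluded as their source. Rspo1, for an R-spondin that amplifies WNT signals, was higher by 5.25 ± 0.38 (adjusted p = 1.21e-06) in RT and 2.86 ± 0.35 (adjusted p = 6.68e-04) in SV. Its signal was 3240.3 ± 912 in RT, 670.1 ± 339 in SV and 85.2 ± 26.1 in ST (n = 3, 4 and 4). Tgfb2, for a TGF-beta ligand, was higher by 5.14 ± 0.28 (adjusted p = 2.56e-07) and 3.08 ± 0.26 (adjusted p = 4.26e-05) (signal 4054 ± 385 in RT, 1018 ± 361 in SV and 119 ± 36.8 in ST). Dkk3, of the Dickkopf family, was higher by 4.69 (adjusted p = 3.01e-06) and 2.29 (adjusted p = 0.00339). Nbl1, which encodes a BMP antagonist, was also higher in both (RT 3.04, adjusted p = 1.59e-06, and SV 1.54, adjusted p = 0.00153). Rspo3, for another R-spondin, was dim, with a signal of 68.3 ± 9.74 in RT, and higher there (4.32, adjusted p = 0.00125, and 1.08 with a floor of 32) and not called in SV (2.12, adjusted p = 0.196). Of the WNT genes lower in RT, those with the largest falls were Sfrp2, also dim, with a signal of 68.0 ± 12.3 in ST (RT -2.96, adjusted p = 0.0207, and -1.07 with a floor of 32), and Frzb (RT -2.73, adjusted p = 7.94e-05), both for secreted WNT antagonists and neither called in SV (Sfrp2 -1.08, adjusted p = 0.648, and Frzb -0.19, adjusted p = 0.887). The inhibin and activin subunit gene Inhbb was also lower in RT (-2.42, adjusted p = 1.20e-05).

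Of 32 WNT ligands and antagonists, 5 were higher in SV and 0 lower (7 and 1 when adjusted over the list alone). For WNT ligands and antagonists in SV against ST, camera gave adjusted p = 0.0138 and adjusted p = 0.133 with an estimated correlation. In RT 6 were higher and 5 lower (4 and 5 with quantile normalization, 4 and 6 with median centring). For WNT ligands and antagonists in RT against ST, camera gave adjusted p = 0.484. Between SV and RT 5 were higher and 2 lower in SV, with a median log2 fold change of -0.02, a mean of -0.06 and a test in the upward direction. Of 27 TGF-beta and BMP ligands and antagonists, 3 were higher in SV and 0 lower (4 and 0 when adjusted over the list alone). For TGF-beta and BMP factors in SV against ST, camera gave adjusted p = 0.0215, or 0.282 with an estimated correlation and 0.0566 with a replicate block. In RT 9 of them were higher and 4 lower (6 and 4 with quantile normalization, 5 and 4 with median centring). For TGF-beta and BMP factors in RT against ST, camera gave adjusted p = 0.424. Bmp6 came next to Tgfb2 and Nbl1 (2.73, adjusted p = 3.96e-05). Against RT the median of this list in SV was 0.04, its mean -0.07, with a test in the downward direction. Notch receptors, ligands and targets were 6 higher and 1 lower of 14 in RT (7 and 1 when adjusted over the list alone, and 5 and 2 with quantile normalization, 4 and 2 with median centring). For Notch genes in RT against ST, camera gave adjusted p = 0.0765. The higher Notch genes include Hey2, a Notch target gene (2.36, adjusted p = 3.33e-04), Notch2 (1.65, adjusted p = 1.54e-04) and the ligand gene Jag1 (1.55, adjusted p = 5.39e-05), and Dll3 was lower (-1.42, adjusted p = 0.00149). In SV 1 of the 14 was called, Hey2 (1.47, adjusted p = 0.0392), and 0 with quantile normalization or median centring. For Notch genes in SV against ST, camera gave adjusted p = 0.144. Hey2 is not called there when any 1 of 10 arrays is left out (values 1.30 to 1.71 over all left-out arrays). GDNF family and spermatogonial niche factors were 7 higher and 3 lower of 16 in RT (7 and 4 with quantile normalization, 6 and 4 with median centring). For niche factors in RT against ST, camera gave adjusted p = 0.285. The higher niche factors include Gfra1, the GDNF co-receptor gene (4.34, adjusted p = 5.82e-06), and Nrtn, for the ligand neurturin (2.30, adjusted p = 4.25e-05). In SV 2 were higher and 0 lower. For niche factors in SV against ST, camera gave adjusted p = 0.293. The 2 in SV are Gfra1 (1.97, adjusted p = 0.0116), not called without SV replicate 1 (1.84), and Wnt5a (1.55, adjusted p = 0.0145), which is also among the WNT ligands and is not called without SV replicate 1 (1.40) or SV replicate 2 (1.36). The rete testis markers that move with these groups had a median log2 fold change of 2.54 in RT against ST. Other probe sets of Gfra1 in SV and of Notch2 and Jag1 in RT give another call.

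**Figure D3:**
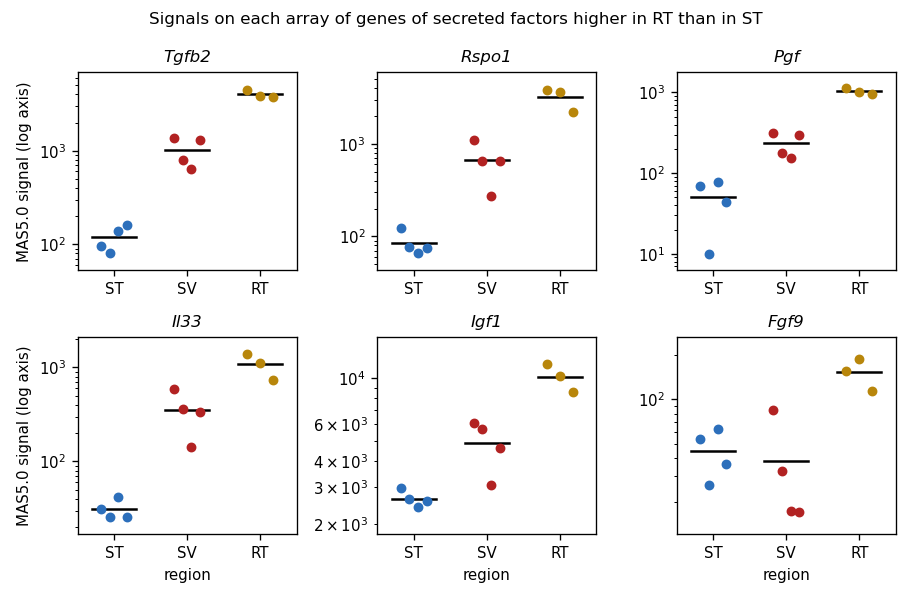
MAS5.0 signal of Tgfb2, Rspo1, Pgf, Il33, Igf1 and Fgf9 in each RT, SV and ST array. Tgfb2 and Rspo1 fall in steps from RT to SV to ST, and Fgf9 separates RT from SV and ST only (153 ± 37.3 in RT, 37.9 ± 32.1 in SV and 44.8 ± 16.7 in ST).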

Differentially expressed gene (DEG) analysis resulted in the identification of 862 DEGs (p < 0.01, Fig. 4c). 

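Regional differences reach a large part of the array, and in most of it SV stands between RT and ST. A limma F-test over the 3 regions was past an adjusted p of 0.05 for 9624 probe sets (21.3%, and 9464 at an unadjusted p under 0.01 and 5904 at an adjusted p under 0.01). The SV mean lay between those of RT and ST in 8383 of the 9624 (87.1%). The highest mean was in RT for 5208, in ST for 3730 and in SV for 686. Igfbp5, for an IGF-binding protein, is a steep case (signal 6804 ± 1396 in RT, 745 ± 465 in SV and 45.1 ± 24.9 in ST, n = 3, 4 and 4). It was higher by 4.02 ± 0.48 (adjusted p = 5.25e-04) in SV and 7.42 ± 0.52 (adjusted p = 9.59e-07) in RT. Another is Dsg2, which encodes desmoglein 2 of the desmosome (SV 3.23, adjusted p = 9.87e-05, and RT 6.54, adjusted p = 1.75e-07). Plekhb1 was higher in SV and in RT (SV 2.70, adjusted p = 2.83e-05, RT 2.41, adjusted p = 1.02e-05, and SV against RT 0.29, adjusted p = 0.497). Dhh, for the hedgehog ligand that Sertoli cells secrete, was lower in RT (-1.97, adjusted p = 4.85e-05) and not called in SV (-0.35, adjusted p = 0.566). Its signal was 1189 ± 336 in RT, 3715 ± 1254 in SV and 4575 ± 506 in ST.

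All 4 are among 22 measured genes labelled in Fig. 4c, which the study picked on these samples, so their count is not independent evidence of direction. In SV against ST 12 of the 22 were higher and 1 lower (11 and 1 with quantile normalization or median centring). For the Fig. 4c genes in SV against ST, camera gave adjusted p = 9.84e-08 and adjusted p = 0.0311 with an estimated correlation. The tetraspanin gene Cd9 (1.53, adjusted p = 0.00158), the cell cycle kinase gene Cdk6 (1.33, adjusted p = 0.00295) and Fam47e (3.47, adjusted p = 0.00221) were among those higher. So were Slc6a17, of a neurotransmitter transporter family (2.11, adjusted p = 3.26e-04), and the seminal vesicle secretion gene Svs6 (2.10, adjusted p = 0.00231). With a floor of 32 Fam47e had 1.84. In RT against ST 15 were higher and 5 lower (14 and 5 with median centring). For the Fig. 4c genes in RT against ST, camera gave adjusted p = 0.00108 and adjusted p = 0.261 with an estimated correlation. Akr1c12, an aldo-keto reductase gene (-2.34, adjusted p = 2.88e-05), the palmitoyltransferase gene Zdhhc9 (-2.31, adjusted p = 1.95e-05), Tgfb1 (-2.21, adjusted p = 8.56e-05), Zbed5 (-2.09, adjusted p = 7.94e-05) and Dhh were the lower ones. Against RT, 5 were higher and 12 lower in SV (6 and 12 with quantile normalization or median centring). Zbed5 was the 1 lower in SV against ST (-1.10, adjusted p = 0.0375) and is not called when any 1 of 9 arrays is left out (values -1.36 to -0.91 over all left-out arrays). Chst11, for a chondroitin sulfotransferase (1.02, adjusted p = 0.0208), is not called without SV replicate 1 (0.99), SV replicate 2 (0.92), ST replicate 1 (1.00) or ST replicate 2 (0.88). Without RT replicate 1 the F-test count is 6280; it is 7 in replicates 3 and 4 alone.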

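At a stricter threshold the genes higher in SV again divide into a larger group shared with RT and a smaller group called in SV only. In the shared group, Celsr1, a planar cell polarity cadherin gene, had 2.63 ± 0.33 (adjusted p = 7.43e-04) in SV and 5.00 ± 0.36 (adjusted p = 1.08e-06) in RT (signal 1242 ± 413 in RT, 239 ± 68.4 in SV and 39.3 ± 13.9 in ST, n = 3, 4 and 4). The cell adhesion gene Ncam1 (SV 3.97, adjusted p = 0.00109, and RT 6.62, adjusted p = 3.99e-06) and Amph, which encodes amphiphysin (SV 4.32, adjusted p = 9.49e-05, and RT 6.25, adjusted p = 1.08e-06), were likewise higher in RT than in SV. Amph in SV against RT is not called without RT replicate 1 (-1.80), and with a floor of 32 it had 1.58 in SV and 3.51 in RT. Ly6h was close in SV and RT (SV 3.44, adjusted p = 8.34e-07, RT 3.53, adjusted p = 1.99e-07, and SV against RT -0.09, adjusted p = 0.821). Clec7a, for the beta-glucan receptor Dectin-1, was higher in both (SV 2.13, adjusted p = 9.87e-05, and RT 2.61, adjusted p = 4.03e-06). The forkhead gene Foxc1 was higher in both (SV 1.76, adjusted p = 3.13e-04, and RT 3.67, adjusted p = 3.27e-07). Tnmd, Sema3d and Klhl30 are shown as SV-specific in Fig. 4d. By limma, whose threshold is not the paper's, the first 2 were called higher in RT too. At the methods' threshold they were as well, though Sema3d was not without RT replicate 3. Tnmd had a signal of 167 ± 130.3 in RT, 691 ± 201 in SV and 22.2 ± 12.2 in ST. Its log2 fold change was 5.06 ± 0.47 (adjusted p = 8.20e-05) in SV, 2.79 (adjusted p = 0.00111) in RT and 2.27 (adjusted p = 0.00929) in SV against RT. Sema3d was at 83.7 ± 54.1 in RT, 275 ± 63.2 in SV and 17.7 ± 12.0 in ST (SV against ST 4.22, adjusted p = 8.14e-04, and RT against ST 2.32, adjusted p = 0.00916). With a floor of 32 its call in RT is lost (1.17). Klhl30, of the kelch-like family, was at 48.6 ± 51.0 in RT, 180.2 ± 40.9 in SV and 23.5 ± 12.2 in ST (SV against ST 3.06, adjusted p = 0.0153, and SV against RT 2.43, adjusted p = 0.0213).

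With p under 0.01 and over 4-fold in SV by the methods' t-test, and RT judged at the methods' threshold, 245 probe sets were higher in both SV and RT, 39 in SV only, and 48 were lower in SV. The 9 genes that Fig. 4d shows as common and its 11 measured SV-specific genes were picked by the study on these samples and are not independent evidence of direction. By limma all 9 common genes were higher in SV, and all 9 in RT, and 7 were lower in SV than in RT. For the common genes in SV against ST, camera gave adjusted p = 1.97e-20 and adjusted p = 0.0311 with an estimated correlation. For the common genes in RT against ST, camera gave adjusted p = 1.15e-09 and adjusted p = 0.261 with an estimated correlation. For the common genes in SV against RT, camera gave adjusted p = 2.68e-05 and adjusted p = 0.303 with an estimated correlation. Of the 11, 10 were higher in SV (9 with quantile normalization, 8 with median centring), all but the enamel matrix gene Enam (0.17, adjusted p = 0.971). For the SV-specific genes in SV against ST, camera gave adjusted p = 4.65e-12 and adjusted p = 0.0646 with an estimated correlation. In RT 7 of the 11 were higher as well (8 when adjusted over the list alone, 6 with median centring, 3 without RT replicate 3). For the SV-specific genes in RT against ST, camera gave adjusted p = 0.00487 and adjusted p = 0.395 with an estimated correlation. Among those higher in RT are Aqp1, a water channel gene (5.71, adjusted p = 3.03e-06), and Ly6d (3.07, adjusted p = 0.00277, and SV 4.57, adjusted p = 9.23e-04). Between SV and RT 4 of the 11 were higher in SV and 1, Aqp1, was lower (-3.53, adjusted p = 4.22e-04). Skor1, for a transcriptional corepressor and shown as lower in SV, had a signal of 15.1 ± 6.81 in RT, 1.84 ± 0.607 in SV and 15.3 ± 7.55 in ST. It had -2.89 (adjusted p = 0.0423) in SV and 0.09 (adjusted p = 0.953) in RT, and is not called in SV when any 1 of 9 arrays is left out (values -3.40 to -2.63 over all left-out arrays). Its signals lie below 32 in all regions, and with a floor of 32 no difference is left. The median log2 fold change of the rete testis markers in SV was 0.78. In SV against RT, the call is lost for Tnmd without RT replicate 1 (2.13) or RT replicate 2 (1.82), for Klhl30 without RT replicate 1 (2.28), RT replicate 2 (1.73) or SV replicate 4 (2.33) and for Sema3d when any 1 of 7 arrays is left out (values 1.43 to 2.39 over all left-out arrays). In SV against ST it is lost for Klhl30 without SV replicate 1 (2.97), SV replicate 4 (2.95), ST replicate 1 (2.84) or ST replicate 2 (2.86). With the methods' t-test on linear signal and on log2 signal with replicates paired, the shared count is 154 and 127.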

107 DEGs were upregulated both in the SV and RT regions (orange dots in Fig. 4d), while 24 DEGs were exclusively upregulated in the SV region (red dots in Fig. 4d). Among such SV-specific DEGs, we identified *Cyp26a1* as the most significantly upregulated gene with top fold change (Fig. 4d). 

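Cyp26a1, for the retinoic acid-degrading P450 enzyme, was high in every SV array and low in every ST array. Its signal was 392, 359, 206 and 317 in SV, 6.56, 8.59, 9.92 and 7.66 in ST, and 17.3, 16.4 and 97.3 in RT (43.6 ± 46.5 in RT, 318 ± 81.2 in SV and 8.18 ± 1.42 in ST, mean ± SD). In SV against ST the log2 fold change was 5.26 ± 0.53 (adjusted p = 1.46e-04), and in SV against RT 3.36 ± 0.58 (adjusted p = 0.00187) (n = 4, 4 and 3). It stayed within 5.14–5.45 and 2.92–4.20 when each array was left out. Because the ST signals are low, the value against ST depends on the background: it was 3.27 with a floor of 32 and 3.09 with log2(signal + 32). Besides Rasl10b, Wnt4, a WNT ligand gene, had its highest level in SV (signal 525 ± 42.9 in RT, 1188 ± 259.6 in SV and 374 ± 59.5 in ST). It was higher there by 1.66 ± 0.17 (adjusted p = 1.91e-04) against ST and 1.16 (adjusted p = 0.00138) against RT. Fstl3, for a binding protein of activin, was at 379.6 ± 79.7 in RT, 1074 ± 198 in SV and 460.3 ± 77.3 in ST, or 1.22 (adjusted p = 0.00232) against ST and 1.50 (adjusted p = 3.49e-04) against RT. The next 4 genes were chosen after their values were seen. Wfdc18, a gene of the whey acidic protein family, had 2.02 (adjusted p = 7.12e-05) against ST and 1.99 (adjusted p = 1.59e-04) against RT. Timp1, for an inhibitor of matrix metalloproteinases, had 1.11 (adjusted p = 0.00136) and 1.43 (adjusted p = 2.33e-04). The reticulon gene Rtn1 had 2.51 (adjusted p = 2.38e-04) and 1.94 (adjusted p = 8.66e-04), and Lrp11 2.93 (adjusted p = 6.03e-04) and 2.21 (adjusted p = 0.00209).

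In all, 32 probe sets (29 genes) were called higher in SV than in both ST and RT, 30 of them with every SV array above every RT and ST array, and 3 were also higher in RT than in ST. Among the 32 Cyp26a1 ranks 1 by fold change and 3 by p in SV against ST. Among the 675 higher in SV it ranks 9 and 61. Fold ranks here are on signals without a floor, while its ST mean of 8.18 lies below the floor of 32. Ranks with that floor were not tested. The paper's text does not state the fold threshold of its volcano plot or how that plot was divided by RT, so both were chosen here. Under these choices, with the methods' test on log2 signal, Cyp26a1 was in the group shared with RT, where it ranks 9 by fold and 1 by p among 245. It was in the SV-only group, with the largest fold there, under unequal variances, linear signal, quantile normalization, pairing of replicates, or without any 1 ST array. By p, 7 of this group came before it with linear signal, 4 with pairing and 1 without ST replicate 2. In RT against ST its value was 1.90 ± 0.58 (adjusted p = 0.0266). This call is lost without RT replicate 3 (1.06), without ST replicate 1 (1.80) and with median centring (1.48), log2(signal + 32) (0.75) or a floor of 32 (0.53). Replicates 1 and 2 alone gave 5.64 against ST and 4.48 against RT. Replicates 3 and 4 alone gave 4.87 (adjusted p = 0.115) and 1.39 (adjusted p = 0.354). The count of 32 was 18 without RT replicate 1 or RT replicate 2, 20 without SV replicate 1 or SV replicate 4, 21 without SV replicate 2 and 69 without SV replicate 3. It was 72 in replicates 1 and 2 alone, and 0 with limma in replicates 3 and 4 alone (72 at an unadjusted p under 0.05). The median log2 fold change of the Sertoli cell markers in SV against ST was -0.42. Among the SV-specific DEGs of Fig. 4d, the paper identifies Cyp26a1 as the gene with the most significant rise and the top fold change.

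**Figure D4:**
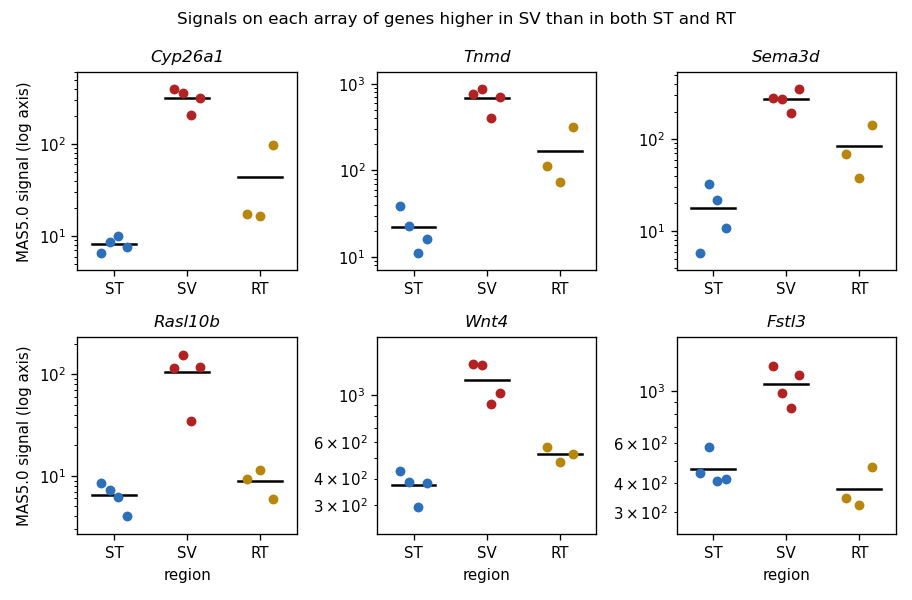
MAS5.0 signal (log axis) of Cyp26a1, Tnmd, Sema3d, Rasl10b, Wnt4 and Fstl3 in each RT, SV and ST array, with the region mean as a black line. Cyp26a1 lies at 206–392 in SV and 6.56–9.92 in ST, and RT replicate 3 (97.3) stands above the other RT arrays.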

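Of 27 genes of retinoid metabolism, 2 were called in SV against ST and 11 in RT against ST. Aldh1a2, for a retinaldehyde dehydrogenase that makes RA, had a signal of 255 ± 78.8 in RT, 652 ± 119 in SV and 595 ± 93.3 in ST (n = 3, 4 and 4). It was lower in RT (-1.25 ± 0.22, adjusted p = 7.87e-04) and not called in SV against ST (0.13, adjusted p = 0.876). The alcohol dehydrogenase gene Adh4 showed the same calls (RT -3.17, adjusted p = 0.00257, and SV 0.02, adjusted p = 0.995). So did Fabp5, for a fatty acid-binding protein that also carries RA (RT -2.27, adjusted p = 6.27e-05, and SV -0.69, adjusted p = 0.252). Dhrs4, for a short-chain dehydrogenase, was higher in RT (2.01, adjusted p = 1.03e-05, and SV 0.72, adjusted p = 0.0639). Lpl, for lipoprotein lipase, was higher in both (SV 1.35, adjusted p = 3.56e-04, and RT 1.67, adjusted p = 1.15e-05). Among RA targets, the meiotic genes Stra8 and Rec8 moved apart in RT. Stra8 was lower (-3.13, adjusted p = 6.47e-05, and SV -1.25, adjusted p = 0.107), with a signal of 40.5 ± 18.4 in RT, 146 ± 66.5 in SV and 333 ± 78.2 in ST. Rec8 was higher (2.84, adjusted p = 1.34e-05, and SV 0.87, adjusted p = 0.132).

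Of 27 measured genes of retinoid metabolism and transport, 2 were higher in SV than in ST, Lpl and Cyp26a1, and 0 lower (2 and 1 when adjusted over the list alone). For retinoid genes in SV against ST, camera gave adjusted p = 0.160. In RT 5 were higher and 6 lower (3 and 6 with median centring, 8 and 6 without RT replicate 3). For retinoid genes in RT against ST, camera gave adjusted p = 0.776. Between SV and RT 5 were higher and 1 lower in SV (6 and 1 when adjusted over the list alone or with quantile normalization, 8 and 0 with median centring, 7 and 3 without RT replicate 3). For retinoid genes in SV against RT, camera gave adjusted p = 0.638. The list had a median log2 fold change of -0.26, a mean of 0.15 and a test in the upward direction. Of 19 RA receptors and targets, 1 was higher in SV, Cyp26a1 itself, and 0 lower (2 and 1 when adjusted over the list alone). For RA receptors and targets in SV against ST, camera gave adjusted p = 0.0608. In RT 3 were higher and 3 lower (3 and 4 with quantile normalization, 2 and 4 with median centring). For RA receptors and targets in RT against ST, camera gave adjusted p = 0.695. In RT, Rarres2, the gene of chemerin, was higher (2.07, adjusted p = 1.07e-06), and Rarres1 was lower (-1.58, adjusted p = 4.35e-04). Cyp26b1, for the related enzyme and chosen after its values were seen, was lower in RT (−1.22, adjusted p = 2.71e-05) with −0.41 in SV (adjusted p = 0.136). Stra8 is also in the list of differentiating germ cell markers, of which 6 of 21 were lower in RT (7 with quantile normalization, 9 with median centring). For differentiating germ cell markers in RT against ST, camera gave adjusted p = 0.0183 and adjusted p = 0.408 with an estimated correlation. Dhrs4 in SV against RT (-1.29, adjusted p = 9.57e-04) is under 2-fold with median centring (-0.98), and another Lpl probe set gives another call in SV.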

Since *Cyp26a1* encodes a cytochrome P450 enzyme which controls the metabolic inactivation of RA^35^, SV-specific expression of *Cyp26a1* implies unique RA metabolization within the SV region. Being consistent with the microarray data, in situ hybridization confirmed the region-specific expression of *Cyp26a1* in the Sertoli cells located within the SV region of *W/W*^*v*^ mutant mice (Fig. 4e). The expression of *Cyp26a1* was also observed in the SV region of wild-type mice (Fig. 4f). These data indicate constitutively high *Cyp26a1* expression in the Sertoli cells within the SV region irrespective of the presence of spermatogenic cells, and in turn suggest the constitutively active degradation of RA in the SV region.

### Exogenous RA treatment induces ectopic c-KIT-positive spermatogonial patches and subsequent disruption of the SV structure

Finally, we examined the effect of exogenous RA on the structure and function of the SV region in wild-type mouse testes (Fig. 5a–f). In this experiment, we transplanted RA-soaked microbeads locally around the SV region to temporarily increase the local RA levels (Fig. 5a). Being consistent with our previous report^26^, control (DMSO-treated) mouse testes had hardly any c-KIT-positive A_diff_ within the proximal part of the SV region (0 ~ 50 μm from the edge of rete testis), where GFRα1-positive/c-KIT-negative A_undiff_ were constitutively maintained (Fig. 5b). On the other hand, RA-treated mouse testes showed a reduced number of GFRα1-positive A_undiff_ within the proximal SV region (Fig. 5b,c; “GFRα1 + Total” in Fig. 5e), while c-KIT-positive A_diff_ were enriched within the SV region at day 1 after the RA treatment (Fig. 5b,d; “c-KIT + ” in Fig. 5e). Since RARγ-positive subpopulation was previously shown to maintain the differentiation competence of GFRα1-positive spermatogonia^15,36^, we then quantified the RARγ-negative/positive subpopulation of GFRα1-positive cells in the proximal SV region treated with RA and DMSO respectively. As a result, we found a drastic reduction of RARγ-positive subpopulation (13.0% of the control value) together with a mild reduction of a RARγ-negative subpopulation (51.4% of the control value) in the RA-treated group (n = 5, two right graphs in Fig. 5e). In contrast, RA treatment did not seem to affect the expression of GDNF and CyclinD1 (CCND1) in the Sertoli cells located within the SV region (Fig. S3), which are other characteristics of the SV region^26^. These findings suggest that the c-KIT-positive spermatogonial patches observed at the proximal SV region in the RA-treated mice may have resulted directly from the A_undiff_-A_diff_ transition of pre-existing GFRα1/RARγ-double positive spermatogonia by the exogenous exposure to excess RA. Interestingly, in some severely affected SVs at day 3 after RA treatment, the ace-TUB-positive valve-like structures were disrupted (Fig. 5f). These data suggest that low RA levels in the SV region support the maintenance of the local A_undiff_, as well as contributing to the physical valve-like structure.

**Figure 5:**
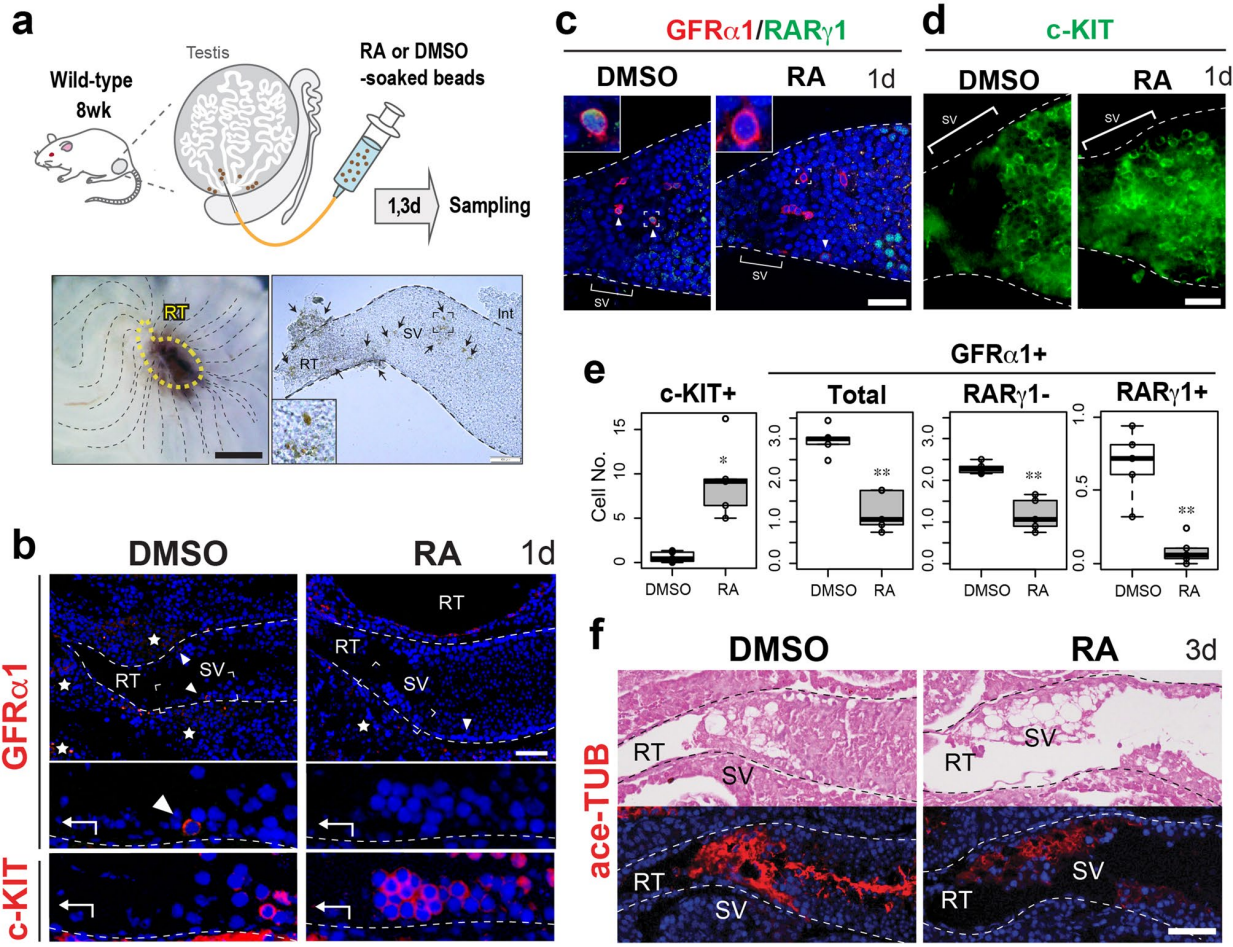
RA-induced ectopic appearance of A_diff_ patches in the SV, leading to structural alterations of the SV epithelia of wild-type mouse testes. (**a**) Schematic representation of RA or DMSO (control)-soaked beads treatment. Left bottom panel shows the gross morphology of the testis removed of tunica albuginea, transplanted with the beads (brown) locally around the SV region, beneath the RT region indicated by the yellow broken line. Right bottom panel shows the image of an isolated SV fragment, around which the beads are attached (brown, arrows). The phenotypes of the SV epithelia were examined at day 1 (**b**–**e**) and day 3 (**f**) after RA treatment (n = 4 each). (**b**) Anti-GFRα1 (red, arrowheads) and anti-c-KIT (red) staining of the serial sections of the SV region, showing an ectopic appearance of a c-KIT-positive A_diff_ within the SV epithelia of RA-treated testes. (**c**–**e**) Whole mount immunohistochemistry of anti-GFRα1 (cell surface staining, red)/RARγ1 (nuclear staining, green) (**c**) and anti-c-KIT (green; **d**) in the SV region, showing the disappearance of GFRα1/RARγ1-double positive cells (arrowheads) and the ectopic appearance of c-KIT-positive A_diff_ patches in the proximal SV region (upper left insets in **c**, higher magnified images of the GFRα1-positive cell indicated by the broken square). In (**e**), box plots show significant alterations of c-KIT and GFRα1-positive (total, RARγ1-positive and -negative) cell number within the proximal SV region (0 ~ 50 μm from RT; n = 5; *p < 0.05; **p < 0.01). Analysis was performed using unpaired Student’s t-test. (**f**) HE staining and ace-TUB (red) immunohistochemistry of the SV region at day 3 after RA treatment showing the disrupted ace-TUB signals in the SV region. Broken lines indicate the outlines of the ST. Images in c were taken by confocal microscopy. Insets in (**a**) and (**c**) and lower panels in (**b**) indicate the magnification of the region surrounded by broken rectangles in each panel. Figures in (**e**) were generated by using R^60^. Stars in (**b**), non-specific signals in the interstitium. *Int* interstitial tissue, *RT* rete testis, *SV* Sertoli valve, *ST* seminiferous tubule. Scale bars represent 500 µm in the left panel of a, and 50 µm in the right panel of (**b**–**d**) and (**f**).

## Discussion

In this study, we demonstrated the non-cell-autonomous regeneration of the SV epithelia by taking advantage of the AMH-Treck Tg system. Although the transplanted Sertoli cells were derived from the convoluted ST, donor-derived Sertoli cells colonized in the presumptive SV region (i.e., within 200–300 µm from the RT) regenerated not only the valve-like structure, but also expressed several SV markers such as p-AKT and ace-TUB, similar to the SV epithelia in the normal intact testes (Fig. 2f). Consistent with the previous observations in wild-type mouse testis^26^, spermatogenesis was repressed in such regenerated SV epithelia (Fig. 2c–f), while patches of active spermatogenesis were frequently observed in the convoluted STs (“ST” in Fig. 2c–f). Although the function of the regenerated SV region as a stem/progenitor cell niche remains unclear, our data suggest that the SV region is non-cell autonomously specified by the Sertoli cells adjacent to the RT. In conjunction with the data showing the upregulation of p-AKT and ace-TUB in the Sertoli cells adjacent to the RT in P7 testes, prior to the formation of the valve-like structure (Fig. 1f), we speculate that the regionalization of the SV epithelia is induced and/or maintained, together with the activation of the AKT signaling pathway and tubulin acetylation, presumably by local soluble factors derived from the RT and its surrounding tissues at the terminal segment of the ST. In this study, we revealed the constitutively high expression of p-AKT in the SV epithelia, together with seminiferous epithelial cycle stage-dependent expression of p-AKT in the convoluted ST. This is reminiscent of the expression pattern of phosphorylated signal transducer and activator of transcription-3 (STAT-3), which shows constitutively high expression in the SV epithelia with some local expression in the convoluted ST at seminiferous epithelial cycle stages I–VI^29^. The onset of p-STAT3 activation in the SV Sertoli cells takes place in P7 testis^29^, coinciding with the onset of p-AKT expression (Fig. 1f), suggesting that the regionalization of the SV region takes place around P7 in the postnatal testicular development.

In the fetal mouse testes, FGF9 was previously shown to induce the proliferation of Sertoli cells through FGFR2^37–39^. FGF9, as well as FGF10, is upregulated in a testis-specific manner by 11.5 dpc and contributes to synchronous testiculogenesis of the pre-Sertoli cells in the fetal testes^40^. Concomitantly with the onset of *Fgf9* expression, testis-specific AKT activation also takes place in presumptive pre-Sertoli cells at 11.5 dpc^41^, suggesting a potential association between FGF9 signals and p-AKT activation in the developing fetal testes. The present study demonstrated the increased p-AKT signals in the Sertoli cells of convoluted ST caused by exogenous FGF9 (Fig. 3d). Since FGF9 is known to activate the PI3K/AKT pathway as well as MEK/ERK pathway^42^, RT-derived FGF9 can be associated with the activation of AKT signals in the Sertoli cells within the SV region. Interestingly, the basement membrane at the SV region has the region-specific enrichment of HSPGs, which works as a reservoir for several FGF ligands^31^. Therefore, it might be possible that the RT-derived FGFs bind to the HSPGs at the SV region and subsequently cause signal transduction via local FGFRs. Since FGF9 is known to work over a short-range^32^, and the SV region is adjacent to the RT, we assume that Sertoli cells in the SV can perceive the RT-derived FGF9. Taken together, RT-derived FGF ligands and their local perception through the HSPG can be one of the causes for the activation of AKT within the SV region. 

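Of 15 FGF receptor, co-receptor and feedback genes 5, and of 22 FGF ligand genes 4, were higher in RT than in ST, and Fgfr2 was higher in SV too. The paper's methods hold that some RT-derived cells were very likely in the SV pieces. An SV rise of a gene that rose more in RT, such as Fgfr2, need therefore not come from SV cells. Fgfr2 was higher in RT by 3.20 ± 0.29 (adjusted p = 5.76e-06) and in SV by 1.27 ± 0.27 (adjusted p = 0.0250) (signal 5622 ± 644 in RT, 1591 ± 708 in SV and 613 ± 95.8 in ST, n = 3, 4 and 4). Fgfr3 was called in RT and not in SV (RT 1.84, adjusted p = 0.00238, and SV 0.33, adjusted p = 0.783). The same holds for Fgfr4 (RT 1.67, adjusted p = 9.20e-04, and SV 0.90, adjusted p = 0.127) and for the co-receptor gene Kl, for klotho (RT 2.90, adjusted p = 0.00426, and SV 0.51, adjusted p = 0.815). Fgfr1 had 0.74 (adjusted p = 0.00135) in RT, under 2-fold. Among ligand genes, Fgf10 was low on the array (signal 77.3 ± 22.4 in RT, 40.1 ± 8.82 in SV and 20.7 ± 13.5 in ST) and higher in RT (2.37, adjusted p = 0.0326), with 1.20 under a floor of 32. Fgf13, an intracellular member of the family, was lower there (-1.87, adjusted p = 7.30e-05, and SV -0.87, adjusted p = 0.0636). Of the heparan sulfate genes, the glypican gene Gpc1 was higher in RT (2.54, adjusted p = 3.52e-06) and SV (1.08, adjusted p = 0.0106). Agrn, for the proteoglycan agrin, was higher in RT (1.76, adjusted p = 9.10e-05, and SV 0.21, adjusted p = 0.776).

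Of 22 FGF ligand genes, 4 were higher and 1 lower in RT (1 and 1 with quantile normalization or median centring). For FGF ligand genes in RT against ST, camera gave adjusted p = 0.790. Limma called 0 of them in SV against ST, with 1 higher and 0 lower at an unadjusted p under 0.05 and when adjusted over the list alone. For FGF ligand genes in SV against ST, camera gave adjusted p = 0.657. FGF receptors, co-receptors and feedback genes were 5 higher and 1 lower of 15 in RT (4 and 1 with quantile normalization, 4 and 2 with median centring). For FGF receptor genes in RT against ST, camera gave adjusted p = 0.0809. In SV 1 was higher, Fgfr2. For FGF receptor genes in SV against ST, camera gave adjusted p = 0.346. The 4 FGF genes of the qRT-PCR, picked by the study and not independent evidence of direction, were 3 higher in RT, Fgfr2, Fgf10 and Fgf9 (1 with quantile normalization or median centring), and 1 in SV. For the qRT-PCR genes in RT against ST, camera gave adjusted p = 0.0260, or 0.261 with an estimated correlation and 0.0584 with a replicate block. For the qRT-PCR genes in SV against ST, camera gave adjusted p = 0.184. Heparan sulfate proteoglycan cores and enzymes were 7 higher and 0 lower of 33 in RT (5 and 0 with quantile normalization, 4 and 2 with median centring). For heparan sulfate genes in RT against ST, camera gave adjusted p = 0.0205 and adjusted p = 0.261 with an estimated correlation. In SV 2 were higher, Gpc1 and the sulfotransferase gene Hs3st3b1 (1.21, adjusted p = 0.0402, and RT 2.49, adjusted p = 5.23e-05), or 0 with quantile normalization or median centring. For heparan sulfate genes in SV against ST, camera gave adjusted p = 0.0215 and adjusted p = 0.277 with an estimated correlation. Against RT, 0 were higher and 4 lower in SV: Agrn, Gpc1, Hs3st3b1 and Hs3st3a1 (3 lower with quantile normalization, 2 with median centring). For heparan sulfate genes in SV against RT, camera gave adjusted p = 0.084. These are transcript levels, while the paper's HSPG enrichment in SV rests on immunostaining, which RNA does not measure. Ligands upstream of STAT3 were 1 higher of 9 in RT, Ctf1, for cardiotrophin 1 (2.37, adjusted p = 5.33e-05), with 1 higher and 1 lower under quantile normalization or median centring. For STAT3 ligands in RT against ST, camera gave adjusted p = 0.998. In SV limma called 0, with 0 higher and 1 lower at an unadjusted p under 0.05 and when adjusted over the list alone. The list had a median of 0.27, a mean of -0.02 and a test in the upward direction. For STAT3 ligands in SV against ST, camera gave adjusted p = 0.636. PI3K and AKT components were 2 higher and 2 lower of 15 in RT (2 and 1 with quantile normalization or without RT replicate 3, 2 and 4 with median centring). For PI3K and AKT components in RT against ST, camera gave adjusted p = 0.484. Pik3r1, for a regulatory PI3K subunit, was higher (1.98, adjusted p = 1.51e-04) and Akt2 lower (-1.02, adjusted p = 8.00e-05). None was called in SV by limma, a count of 0, with 0 and 0 at an unadjusted p under 0.05. For PI3K and AKT components in SV against ST, camera gave adjusted p = 0.636. Mesothelium markers moved with these groups: 4 of 8 were higher in SV and 4 in RT, with Krt19 and Rspo1 shared with the rete and WNT lists. For mesothelium markers in SV against ST, camera gave adjusted p = 1.18e-04 and adjusted p = 0.131 with an estimated correlation. For mesothelium markers in RT against ST, camera gave adjusted p = 0.0445, or 0.396 with an estimated correlation and 0.0776 with a replicate block. In SV the call is lost for Fgfr2 when any 1 of 5 arrays is left out (values 1.04 to 1.55 over all left-out arrays). It is lost for Gpc1 without SV replicate 4 (0.97) or ST replicate 1 (0.90), and for Hs3st3b1 when any 1 of 9 arrays is left out (values 1.02 to 1.42 over all left-out arrays). In RT it is lost for Fgf10 without RT replicate 1 (2.16), RT replicate 2 (2.36) or RT replicate 3 (2.59) and for Akt2 without RT replicate 1 (-0.96), RT replicate 3 (-0.97), ST replicate 1 (-0.97) or ST replicate 2 (-0.99). Fgf10 in RT is also not called with quantile normalization (1.98) or median centring (1.94). Other probe sets of Fgfr2 in SV and of Fgfr4 in RT give another call.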

Microarray analyses revealed the high expressions of various cytokine and growth factor genes in RT, including those encoding candidate ligands upstream of AKT/STAT3 signaling, such as FGF9, suggesting their potential contribution to non-cell autonomous specification and regionalization of the SV epithelia in vivo. 

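Of 47 cytokine and chemokine genes 12, and of 27 growth factor genes other than FGF 9, were higher in RT than in ST. In SV the counts were 3 and 2. For genes with a larger rise in RT, RT-derived cells in the SV pieces were not excluded as the source of the SV rise. Il33, for an alarmin of epithelia and endothelia, was higher by 5.08 ± 0.40 (adjusted p = 2.15e-06) in RT and 3.37 ± 0.37 (adjusted p = 2.71e-04) in SV. Its signal was 1074 ± 331 in RT, 357 ± 184 in SV and 31.3 ± 7.80 in ST (n = 3, 4 and 4). Pgf, for placental growth factor, was higher by 4.72 ± 0.56 (adjusted p = 4.32e-05) and 2.53 ± 0.52 (adjusted p = 0.0217) (signal 1029 ± 82.5 in RT, 237 ± 83.8 in SV and 50.0 ± 30.2 in ST). Pdgfa, for a PDGF ligand, was higher by 1.75 (adjusted p = 3.34e-06) and 1.11 (adjusted p = 5.89e-04). Higher in RT and not called in SV were Pdgfd (RT 2.19, adjusted p = 3.08e-05, and SV 0.91, adjusted p = 0.0627) and the neuregulin gene Nrg1 (RT 2.49, adjusted p = 0.00625, and SV 0.58, adjusted p = 0.746). So were the chemokine gene Ccl28 (RT 2.64, adjusted p = 2.47e-04, and SV 0.43, adjusted p = 0.717) and Il7, for interleukin 7 (RT 2.19, adjusted p = 0.00225, and SV 1.52, adjusted p = 0.0787).

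Of 47 cytokines and chemokines, 12 were higher and 0 lower in RT (14 and 0 when adjusted over the list alone, and 9 and 1 with quantile normalization, 7 and 1 with median centring). For cytokines and chemokines in RT against ST, camera gave adjusted p = 0.0200 and adjusted p = 0.410 with an estimated correlation. In SV 3 were higher and 0 lower (8 and 1 when adjusted over the list alone, and 2 and 0 with quantile normalization or median centring). For cytokines and chemokines in SV against ST, camera gave adjusted p = 0.00126 and adjusted p = 0.282 with an estimated correlation. The 3 in SV are Il33, the B cell chemokine gene Cxcl13 (1.60, adjusted p = 0.0301) and the monocyte chemokine gene Ccl12 (1.56, adjusted p = 0.0176). Of 27 growth factors of receptor tyrosine kinases other than FGF, 9 were higher and 2 lower in RT (8 and 2 with quantile normalization, 6 and 3 with median centring). For the growth factors in RT against ST, camera gave adjusted p = 0.0399, or 0.408 with an estimated correlation and 0.0584 with a replicate block. In SV 2 were higher and 0 lower, Pgf and Pdgfa. For the growth factors in SV against ST, camera gave adjusted p = 0.00688 and adjusted p = 0.282 with an estimated correlation. Il33, Cxcl13, Il34, Cx3cl1, Igf1, Vegfa and Tgfa of these lists are also genes that the study names or labels for its arrays. These members are therefore not independent of the study's own choice. Macrophage markers, which move with the cytokines, had a median log2 fold change of 0.39 in SV, where limma called 0 of 15 and 0 were past an unadjusted p under 0.05 with over 2-fold. For macrophage markers in SV against ST, camera gave adjusted p = 3.96e-04 and adjusted p = 0.317 with an estimated correlation. In RT 1 was higher, the scavenger receptor gene Cd163 (1.24, adjusted p = 0.00125), or 0 with median centring. For macrophage markers in RT against ST, camera gave adjusted p = 0.0765. In SV the call is lost for Pgf without SV replicate 1 (2.37) or SV replicate 4 (2.40), for Ccl12 without SV replicate 1 (1.52), SV replicate 2 (1.57), SV replicate 4 (1.38) or ST replicate 1 (1.51) and for Cxcl13 when any 1 of 7 arrays is left out (values 1.37 to 1.86 over all left-out arrays). Another Pdgfa probe set gives another call there.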

Meanwhile, our microarray analysis indicated the expression of various cytokines and growth factor genes in the RT region aside from FGF9, which can also be candidate ligands upstream of AKT/STAT3 signaling. Therefore, a further study on such ligands is required to comprehensively understand the RT-derived stimuli, which play a role in the non-cell autonomous regionalization and the constitutive p-AKT/p-STAT3 activation of the SV epithelia in vivo.

It is traditionally known that FGFs and RA signaling acts in an opposing manner in the regionalization of various organs such as limb, neural pattern, segmentation, and somite formation^43–45^. In fetal and postnatal testes, FGF9 antagonizes RA-dependent meiotic differentiation of germ cells in part by maintaining *Nanos2* expression^7,8,46^. In adult testes, FGFs including FGF2 and FGF5 maintain the self-renewal of stem/progenitor spermatogonia independent of GDNF signals^14,47^, while RA deficiency supports the A_undiff_ to retain their stem/progenitor state in vivo^1,4,17^. FGF9, as well as FGF2, maintains these stem/progenitor spermatogonia in vitro^45^. FGFs including FGF5 were shown to be produced by the lymphatic endothelial cells around the seminiferous tubule to support A_undiff_^14^. Considering that lymphatic vessels from convoluted STs join together around RT and SV regions^48^, the source of the FGF ligands in the RT can be its epithelial cells as well as its surrounding lymphatic tissue. Similarly, excess expression of a niche factor, GDNF, represses the differentiation of A_undiff_, leading to inactive spermatogenesis in vivo^11,34,49,50^. Since GDNF is also highly expressed in the SV region^26^, GDNF and FGFs may contribute to the structure of SV epithelia by suppressing the differentiation of local A_undiff_ in rodent testes.

In mammalian spermatogenesis, RA is involved in (1) the A_undiff_–A_diff_ transition of spermatogonia, (2) spermiation, and (3) regulation of the seminiferous epithelial cycle^18^. RA has been reported to be dispensable for the meiotic initiation of the germ cells^51–53^, whereas injection of exogenous RA promotes the differentiation of A_undiff_ in vivo^54^. Similarly, in our study, local administration of exogenous RA promoted the ectopic appearance of c-KIT-positive A_undiff_ in the SV region. Together with the SV-specific expression of Cyp26a1, it is reasonable to speculate that the levels of RA in the SV region are maintained low, preventing the A_undiff_–A_diff_ transition of the local spermatogonia within the SV region. Considering that another RA metabolizing enzyme, *Cyp26b1*, expresses in the peritubular myoid cells to block the entry of interstitial RA into the seminiferous tubules^55,56^, *Cyp26a1* in the SV region may also function as a local catabolic barrier insulating the A_undiff_ from RT-derived RA. Since *Cyp26a1*-null mutant mouse testes were reported to have no appreciable defects in the convoluted ST^35^, the compensational roles of *Cyp26a1* and *Cyp26b1* in the SV region cannot be neglected, yet their detailed phenotypes of the SV remain unclear. Meiotic germ cells express *Aldh1a1-3,* which make the germ cell one of the major sources of RA in the testis^54^, and the lack of meiotic germ cells in the SV region can also be a cause for the low level RA within the SV region. Although RA is synthesized by both Sertoli cells and germ cells, germ cell-derived RA has been reported to play important roles in the A_undiff_–A_diff_ transition of spermatogonia at the initial onset of spermatogenesis^54^. Taken together, the lack of meiotic germ cells within the SV region contributes to its local low RA signaling state, in combination with the local degradation of RA by *Cyp26a1* expression.

In our proposed model, the specification and regionalization of the SV epithelia are non-cell autonomously mediated by the factors derived from the RT, resulting in the AKT phosphorylation in the SV Sertoli cells (Fig. 6). Particularly, FGFs (e.g., FGF9) may contribute to the maintenance of A_undiff_ in the SV region, through its region-specific enrichment of HSPG in the basal lamina. Moreover, the high expression of *Cyp26a1* in the SV region leads to the region-specific low-RA signaling states, which may promote the maintenance of GFRα1-positive A_undiff_ and repress their differentiation into c-KIT-positive A_diff_. A lack of differentiated germ cells (i.e., c-KIT-positive A_diff_ and meiotic/post-meitoic germ cells) may also physically allow the formation of unique Sertoli cell morphology within the SV region, extending the cytoplasmic processes into the adluminal compartment to form the valve-like structure within the SV region. In this study, exogenous RA treatment induced the ectopic appearance of c-KIT-positive A_diff_ patches within the SV, which could be differentiated from the pre-existing GFRα1/GFRγ1-double positive A_undiff_ within the SV region or recruited from the proximal ST region adjacent to the SV. Such aberrant accumulation of c-KIT-positive cell patches protruding into the luminal side might have contributed to the disruption of ace-TUB-positive SV structure. Considering the potential contribution of meiotic germ cell-derived RA for the initial A_undiff_-A_diff_ progression of the stem/progenitor cell population^50^, the lack of advanced spermatogenic cells within the SV region may be also crucial for the physical and endocrinological maintenance of the SV epithelia.

**Figure 6:**
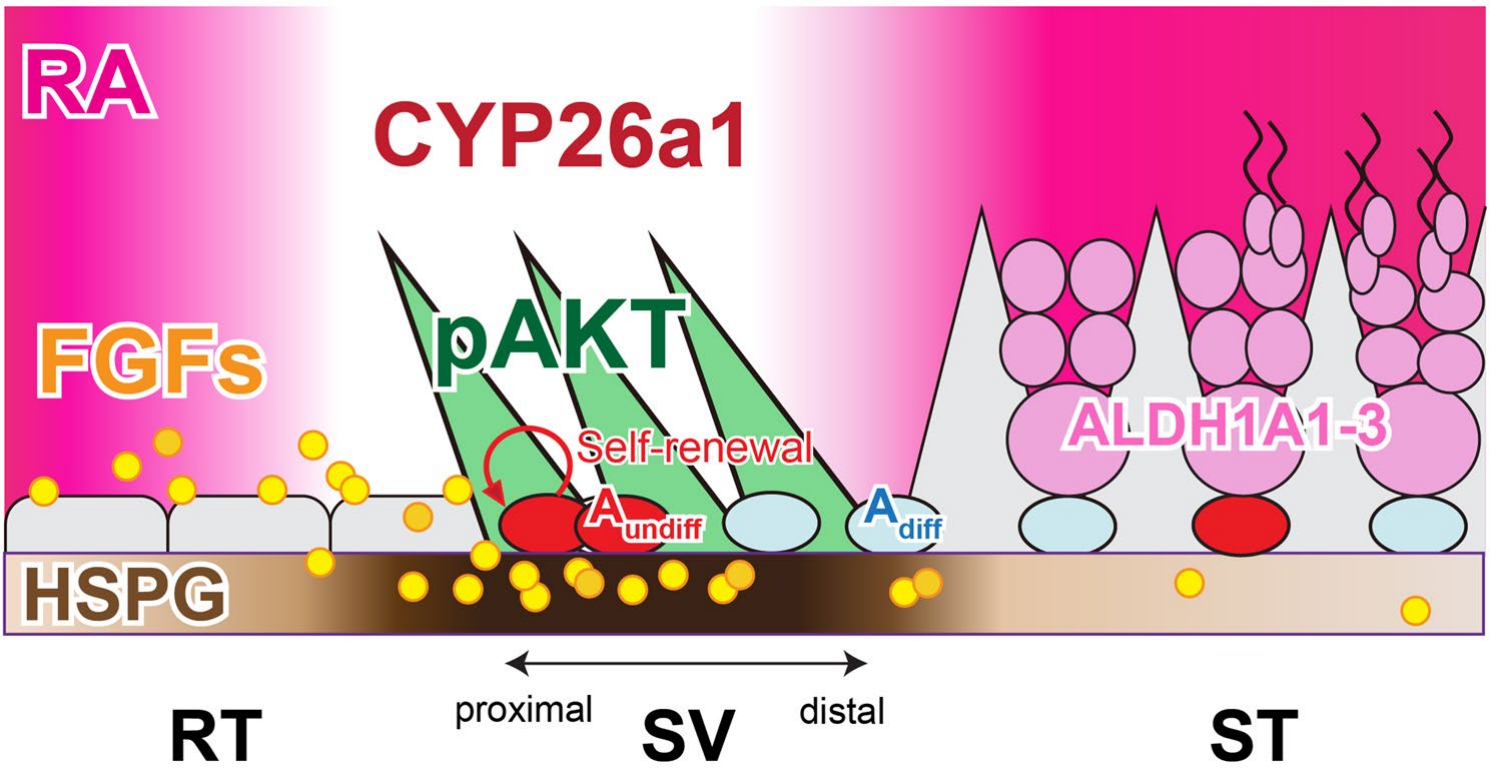
Low RA levels and RT-derived factors may mediate the non-cell autonomous regionalization of the SV epithelia. A model schematic illustrating a potential contribution of RT-derived FGFs and local low-level RA to the regionalization of the SV epithelia. Through the region-specifically enriched HSPG in the SV region, FGFs derived from the RT (e.g., FGF9) get immobilized and perceived in the SV region, and then possibly mediate the constitutive AKT phosphorylation in the SV Sertoli cells. Such RT-derived FGF ligands can also contribute to the maintenance of stem/progenitor cell population in the SV region by promoting their self-renewal. On the other hand, SV-specific expression of CYP26A1 degrades RA within the SV region to maintain the local RA at low levels, repressing the A_undiff_–A_diff_ transition of stem/progenitor cells. The absence of ALDH1A1A1-3 expressing meiotic germ cells within the SV region may also contribute to the physical maintenance of the valve-like structures, as well as the low-RA levels within the SV region.

Although the existence of the SV region has been recognized for half a century, the majority of its functionality and molecular mechanisms remain unknown. This study provided the first direct evidence of non-cell autonomous regionalization of mouse SV epithelia, as well as its unique gene expression profile. A further study on SV-specific genes may resolve the molecular mechanisms underlying the functional and biological significances of the SV region, as well as the mammalian stem/progenitor cell niche.

## Methods

### Animal care and use

C57BL/6-Tg *AMH-Treck* mice (AMH-Treck mice)^31^, C57BL/6-R26-H2B-mCherry knock-in mice (H2B-mCherry mice)^57^ and C57BL/6-Tg (CAG-EGFP) mice (GFP mice; SLC Japan) were used for Sertoli cell transplantation experiments. Wild-type mice (C57BL/6 and ICR mice) and *W/W*^*v*^ mice (SLC Japan) were used for in situ hybridization, immunohistochemistry, microarray, and quantitative reverse transcription-polymerase chain reaction (qRT-PCR) analyses. All animal experiments were performed in accordance with Guidelines for Animal Use and Experimentation at the University of Tokyo, and all the experimental procedures herein performed were approved by the Institutional Animal Care and Use Committee, Graduate School of Agricultural and Life Sciences, The University of Tokyo (approval IDs, P13-762 and P13-764).

### Sertoli cell transplantation

For Sertoli cell transplantation, AMH-Treck (3 ~ 4 weeks old) and GFP/mCherry (1 week old) male mice were used as recipients and donors, respectively^31^. First, AMH-Treck male mice were treated with diphtheria toxin (DT; Sigma-Aldrich, 4 μg/kg i.p.) 4 days before transplantation. To obtain donor Sertoli cells, the convoluted STs were isolated from the distal two-thirds of a whole testis (*i.e.*, the testes without RT, SV, and proximal ST) of GFP/mCherry mice. A single-cell suspension (1.0 × 10^7^ cells/mL) including immature Sertoli cells was prepared by two-step enzymatic digestion as previously reported^31^ and transplanted through the efferent ducts into the testes of DT-pretreated AMH-Treck recipients (Fig. 2a). On days 10 and 45 after transplantation, all recipient testes were analyzed for histology and immunohistochemistry. The proportion of donor-derived cells (relative number of mCherry-positive cells per total cells) were 96.9 ± 0.5% in Sertoli cells and 75.2 ± 15.5% in germ cells on 45 days after transplantation (n = 4).

### In vivo treatment of exogenous FGF9 and retinoic acid

For FGF9 treatment, FGF9 (R&D systems, 0.1 mg/ml)-soaked beads (Affi-gel blue, Bio-Rad, ~ 50  μm) were injected into the interstitial regions of *W/W*^*v*^ mouse testes as previously reported^13,34^. The beads were labeled with DiI prior to the transplantation, which makes it distinguishable in the section. At 2 ~ 24 h after the bead treatment, testes were isolated for the subsequent histology and immunohistochemical analyses.

For RA treatment, wild-type male mice (ICR, 7–8 weeks old) were injected with beads (BioMag Amine) soaked in 40.0 mg/ml all-trans RA (Sigma-Aldrich) in 16% (vol/vol) dimethyl sulfoxide (DMSO) or DMSO (Fig. 5a). In this experiment, the beads were injected locally around the SV region (Fig. 5a) to examine the effects of locally elevated RA levels on the SV function. At 1 and 3 days after the treatment, testes were isolated for subsequent histology and immunohistochemical analyses.

### Immunohistochemistry and morphometry

The testes were fixed in 4% paraformaldehyde (PFA) and routinely embedded in paraffin or OCT compound. Cryosections (8 µm thickness) or deparaffinized sections (5 µm thickness) were subjected to immunohistochemical staining as described previously^58^. In brief, the sections were incubated with anti-acetylated tubulin (ace-TUB; T6793; 1:200 dilution; Sigma-Aldrich), anti-AKT (pan) (#4691; 1:300 dilution; Cell Signaling Technology), anti-CCND1 (cyclin D1; 1:100 dilution; Thermo scientific); anti-GATA4 (sc-1237; 1:75 dilution; Santa Cruz Biotechnology), anti-GDNF (sc-328; 1:100 dilution; Santa Cruz Biotechnology), anti-GFP (598; 1:200 dilution; MBL), anti-GFRα1 (AF560; 1:100 dilution; R&D Systems), anti-HSPG (10E4; 370,255–1; 1:100 dilution; Amsbio), anti-mCherry (ab125096; 1:100 dilution; Abcam), anti-kit oncogene (c-KIT; AF1356; 1:100 dilution; R&D Systems), anti-MVH/DDX4 (ab13840; 1:1,000 dilution; ab13840; Abcam), anti-phosphorylated AKT (Ser473) (p-AKT; #4060; 1:50 dilution; Cell Signaling Technology), anti-phosphorylated-p44/42 MAPK (Thr202/Tyr204) (p-Erk; #4370; 1:200 dilution; Cell Signaling Technology), anti-phosphorylated-p38 (Thr180/Tyr182) (p-p38; #4511; 1:500 dilution; Cell Signaling Technology), anti-phosphorylated-SAPK/JNK (Thr183/Tyr185) (p-JNK; #4668; 1:50 dilution; Cell Signaling Technology) and anti-SOX9 (#AB5535; 1:1000 dilution; Millipore) antibodies. Reactions were visualized by incubation with Alexa-488/594 conjugated secondary antibodies (Molecular Probes) or biotin-conjugated secondary antibodies with the Elite ABC Kit (Vector Laboratories, CA). For anti-p-AKT, p-ERK, p-p38 and p-JNK primary antibodies, Alexa Fluor 488 Tyramide Signal Amplification (TSA) kit (Invitrogen) was used to visualize the reaction. In some stained sections, the seminiferous cycle stages were identified by acrosome staining using rhodamine-labeled soybean agglutinin (SBA; Vector Stain). To verify antibody specificity for phosphorylated AKT, two serial sections were pretreated with or without alkaline phosphatase from calf intestine (ALP; #47785055; Oriental Yeast) at 34 °C for 1 h before incubation with the primary antibody.

For whole-mount immunohistochemistry, SV and ST fragments were carefully isolated and fixed in 4% PFA. After methanol permeabilization, the fragments were incubated for 12 h at 4 °C with anti-c-KIT (1:100 dilution; R&D Systems), anti-GFRα1 (1:100 dilution; R&D Systems) or anti-RARγ (1:100 dilution; Cell Signaling) antibody. After washing with PBS, the samples were incubated for 2 h at room temperature with Alexa-488/594 conjugated secondary antibodies, including DAPI. Stained whole-mount samples were photographed, and the numbers of GFRα1-positive/RARγ-negative, GFRα1-positive/RARγ-positive and c-KIT-positive cell were quantified respectively in the proximal part of SVs (i.e., 0 ~ 50 μm apart from the edge of the rete testis) as previously shown^26^. In addition, in intact wild-type mice, a proportion of RARγ-positive cells out of total GFRα1-positive spermatogonia in the SV region was at 20.1 ± 7.2%, similar to 21.3 ± 7.8% in the convoluted ST region. All of the stained samples were analyzed using an Olympus fluorescence microscope (BX51N-34-FL-2) and a Leica TCS SP8 (Leica Microsystems GmbH) confocal laser microscope. In addition, any non-specific signals inside the STs were detected in sections incubated with normal IgG instead of the primary antibody (data not shown).

### Isolation of the tubular fragments from the RT, SV and ST

To visualize the RT, SV and proximal ST, trypan blue solution (0.4%; Sigma-Aldrich) was micro-injected through the efferent ducts into the testes of *W/W*^*v*^ mutant mice or wild-type ICR mice (7 weeks old) (Fig. 4a). The tunica albuginea was then removed from the testes, and the RT, SV and distal convoluted ST fragments were isolated manually by using sharp forceps and 31G needles under a dissecting microscope. RT samples were collected from the main part just beneath the tunica albuginea, and SV samples were collected as tiny, tubular fragments (< 1 mm) adjacent to the RT region. ST samples were collected from the distal part of the testis far apart from the RT and SV regions. The border of the RT and SV regions were distinguishable by their distinct tubular diameters with different intensities of the trypan blue color. Of note, as a limitation of this study, it is highly likely that SV fragments contained a certain amount of the RT-derived cells due to the continuous tubular structure of the RT and SV regions. The samples were then subjected to the RNA analyses.

### RNA extraction, microarray, and qRT-PCR analyses

Total RNA was purified from the RT, SV, and convoluted ST fragments isolated from the *W/W*^*v*^ mutant mouse testes (20 testes for each set of microarrays: 3 sets for RT, 4 sets for SV and ST), by using the RNeasy Micro Kit (Qiagen). After cDNA synthesis, biotinylated cRNA probes were synthesized using the GeneChip 3′ IVT Plus Reagent Kit (Affymetrix) and hybridized to a Mouse Genome 430 2.0 Array (Affymetrix). Data were normalized by the MAS5.0 method, and further analyzed using R software 3.2.4. Fold change values for genes were calculated as the ratio of the signal values of RT or SV regions compared with ST (control) region. Gene expression changes with > twofold alterations with *p*-value < 0.05 (Student’s t-test) were considered significant. Gene functions were annotated based on Gene Ontology (GO) terms using DAVID Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov/). The microarray data have been deposited in the Gene Expression Omnibus database of the National Center for Biotechnology Information (NCBI) (accession number, GSE 111884). For qRT-PCR analysis, total RNA was purified from RT, SV and ST from wild-type mice (n = 4 animals each) or *W/W*^*v*^ mice (n = 5 animals each) as described above, and then reverse-transcribed with random hexamers by using the Superscript-III cDNA synthesis kit (Invitrogen). Specific primers and fluorogenic probes for *Fgf9* (Mm00442795_m1), *Fgf10* (Mm00433275_m1), *Fgfr1* (Mm00438930_m1), *Fgfr2* (Mm01269930_m1) and *Actb* (Endogenous Control; 4352341E) were purchased from Applied Biosystems. PCR was performed using the Applied Biosystems Step One Real-Time PCR System. The relative levels of the transcripts were normalized to that of *Actb* as an endogenous reference.

### In situ hybridization

In situ hybridization was conducted as described previously^59^. The transcript levels in deparaffinized sections of *W/W*^*v*^ and wild-type testes were determined using the RNAscope Target Probe-Mm-*Cyp26a1* (468,911, NM_007811.2), *Fgf9* (499,811, NM_013518.4), *Fgfr1* (443,491, NM_010206.3), *Fgfr2* (443,501, NM_010207.2) and negative control probe *DapB* (310,043, EF191515) with the RNAscope 2.5 HD Reagent Kit-RED system (ACDBio) according to the manufacturer’s instruction.

### Statistical analyses

The qRT-PCR data were analyzed by Paired t-tests using R software^60^. Morphometric data were analyzed by Student’s t-test. A *p*-value < 0.05 was considered indicative of statistical significance. Quantitative data are presented as mean ± standard error of the mean (SEM). Throughout this study, “n” refers to the number of animals, except for the microarray analysis, in which 20 testes (10 animals) were used for each set of microarray analysis.

## Supplementary Information

Supplementary Information

## Data Availability

The authors confirm that all data underlying the findings are fully available without restriction. All relevant data are within the paper and its Supporting Information files.

How the deposited data were processed for this re-analysis (not part of the article)

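RNA from 3 regions of the testis of 7-week W/W^v mice, RT, SV and ST, was measured on Affymetrix Mouse Genome 430 2.0 arrays, 3 for RT and 4 each for SV and ST, each from a pool of 20 testes. Pieces were separated under trypan blue injected through the efferent ducts. The authors extracted RNA with the RNeasy Micro Kit, labelled it with the GeneChip 3′ IVT Plus kit and computed signals with MAS5.0. Their methods give R 3.2.4, a ratio of signal to ST with over 2-fold and p under 0.05 by Student's t-test, and DAVID 6.7.

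Intensity values were made by the authors, who summarized the probe intensities of each array to MAS5.0 signals and scaled each array before deposit. Values analysed here are these signals on a linear scale, 45101 probe sets in 11 arrays. In every array the mean without the lowest and the highest 2% of values is 500.0, and the median signal is 65.8–110.4 per array (99.6–110.4 in RT). Of the probe sets, 34958 carry 1 gene symbol, 932 several and 9211 none; 18194 genes have at least 1 probe set of their own. No coordinates are given, since no genome build was needed. Gene names come from the array annotation, and 34754 probe sets matched the RefSeq gene table by Entrez gene ID while 204 did not. Array replicates are pools with the same number in each region: same-number arrays of different regions correlate at 0.279–0.681 after the region means are removed, other numbers in the same set of replicates at 0.164–0.481, and across replicates 1–2 and 3–4 at −0.277 or less. Principal components 1 and 2 hold 62.2% and 16.0% of the variance. The spike BioB had a signal of 237.8–622.1 in replicates 1 and 2 and 706.6–917.4 in replicates 3 and 4, and Gapdh 3′ over 5′ was 0.609–0.868 in all arrays.

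Log2 signals of all 11 arrays, without a filter or an added constant, were fitted by limma 3.58.1 (lmFit, eBayes with an intensity trend) in R 4.3.3. SV was compared to ST, RT to ST and SV to RT, with Benjamini-Hochberg adjustment over the 45101 probe sets, and a probe set was called at an adjusted p under 0.05 and over 2-fold. An F-test compared the 3 regions. The paper's threshold of p under 0.05 with over 2-fold was applied with the methods' t-test on log2 signal. For the volcano plot, p under 0.01 with over 4-fold in SV was used, divided by the call in RT. The paper's text states neither this fold threshold nor this division, nor the log2 scale, so these were choices made here. Fold changes are log2 differences with the limma standard error; signals are mean ± SD over arrays. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

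Gene lists were tested with camera at a preset correlation of 0.01, with 1 probe set per gene (that with the highest mean log2 signal), and again with an estimated correlation. There were 38 lists with 611 genes, of which 563 were measured and 48 not analysed; 14 hold cell type markers and 7 are genes named by the study. Of 114 list tests, 39 were past an adjusted p of 0.05, and 3 with an estimated correlation. With a replicate block 107 were rated the same and 7 weaker. The weaker ones include mesothelium markers, growth factors and the qRT-PCR genes in RT against ST. They also include TGF-beta and BMP factors and lymphatic markers (camera adjusted p = 0.0643) in SV against ST. Genes are named by rule: every gene the paper names for its arrays; per comparison and direction the 10 with the largest fold change among called probe sets with 1 symbol, no overlap between the arrays and a mean in the higher region above the median; and in each list up to 4 called members with the largest change. Other named genes are said to be chosen after their values were seen.

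Alternatives tried were the methods' t-test without and with adjustment, a fit of only the 2 groups compared, quantile normalization, median centring, log2(signal + 32), a floor of 32, leaving out dim probe sets, eBayes without the trend, a replicate block, 1 probe set per gene, no fold threshold and leaving out each array. Added after seeing the data were a block of replicates 1 and 2 against 3 and 4, each set of replicates alone, and further settings for the share of RT signal in SV. For the paper's thresholds, linear signal, a ratio of means, unequal variances, quantile normalization, pairing and leaving out each array were tried. The calls were tested on simulated data with 50 changed probe sets at each size, at a log2 fold change of 1.5, 2, 3 and 4. The share recovered was 50.0%, 54.0%, 70.0% and 86.0% in SV against ST, with 2 false calls. In RT against ST it was 28.0%, 42.0%, 72.0% and 80.0%, with 5. Whether these rates hold for the real arrays, where many more probe sets were called, was not tested. Serpine2, C3 and Usmg2 were not analysed here, nor were the in situ hybridization, immunostaining, qRT-PCR, Sertoli cell transplantation and bead treatment experiments.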

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

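The values in this part were found by fixed rules, and no test here was chosen only after the result was seen. Of 103 groups of 4 values tested for an outlying array, 6 had one, where 5.15 would be expected by chance. Emp1 was at 427.1 in SV replicate 3 and at 228.3–248.1 in the other SV arrays. Sgsm3 was at 895.8 in SV replicate 3 and at 403.1–434.7 in the others. Gpat2 was at 70.2 in ST replicate 1 and at 198.7–223.2 in the other ST arrays, and Mael there at 267.2 against 813.7–925.7. Tdrd1 was at 206.9 in ST replicate 3 and at 289.9–305.5 in the others. The median signal of SV replicate 4 was 96.5, against 79.0–81.0 in the other SV arrays. Probe sets lower than in ST, which the paper's comparison did not count, numbered 30 in SV and 2473 in RT.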

How the results depend on the processing

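Values printed here as counts are probe sets, and tests in replicates 1 and 2, in replicates 3 and 4 and with these sets as a block were chosen only after the result was seen; where no cause is named, the cause was not tested. Higher in SV than ST (675): 1302 by the methods' t-test unadjusted, 69 adjusted, 412 with a floor of 32, 426 without the intensity trend, 1127 in replicates 1 and 2, 0 in replicates 3 and 4 with limma (1191 at an unadjusted p under 0.05), 381–1269 in leave-one-out. Lower in SV than ST (30): 432 and 0 by the methods' t-test unadjusted and adjusted, 51 with median centring, 18 with log2(signal + 32), 10 with a floor, 104 with a replicate block, 117 with no fold threshold, 80 with the block of sets, 192 and 0 (479 unadjusted) in the sets alone, 12–155 in leave-one-out. Higher in both (589): 981, 54, 388 when only the 2 groups were fitted, 347 with a floor, 371 without the trend, 974 and 0 (847) in the sets alone, 338–1078. Higher in SV and not called in RT (86): 321, 15, 55 without the trend, 153 and 0 (344), 43–191. Higher in SV than in both ST and RT (32): 83, 5, 49 with median centring, 55 with no fold threshold, 72 and 0 (72), 18–69. Higher in RT than ST (4607): 2812 with median centring, 2360 with 1 probe set per gene (fewer probe sets tested), 1016 in replicates 3 and 4, 3500–4687. Lower in RT than ST (2473): 5254, 1383, 869 in the same settings, 4890 with no fold threshold, 2120–2841. The F-test count (9624) was 6236 with 1 probe set per gene, 7 in replicates 3 and 4 and 6280–10513 in leave-one-out; the shared volcano count (245) was 154 on linear signal, 127 with pairing and 176–301. Cyp26a1 in SV against RT was 3.36 (adjusted p = 0.0737) by the methods' t-test adjusted and 1.39 in replicates 3 and 4, and against ST 4.87 there; leave-one-out values were 2.92–4.20 and 5.14–5.45. Of named genes 1 value reversed, Actg2 in RT against ST at 0.0745 in replicates 3 and 4. Of the named genes' values in 3 comparisons, 643 were rated the same as in the main test with quantile normalization. With median centring 624 were (43 weaker, 6 stronger), and with a floor 613 (52 weaker, 8 stronger). In replicates 1 and 2 this held for 609 (39 weaker, 25 stronger), and in replicates 3 and 4 for 317 (353 weaker, 2 stronger). Values rated weaker kept their side. Signal over background limits what the floor and the added constant change: with log2(signal + 32), Cyp26a1 in SV against ST was 3.09 and Mal2 3.00.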

Differences from the paper's values

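At over 2-fold and p under 0.05 the paper gives 623 probes higher in SV and 2304 in RT; the methods' t-test on log2 signal gives 1302 and 5099 here. All alternatives differ as well, at 1007–1779 in SV and 3765–5511 in RT. The paper gives 512 shared probes, against 981 here; a replicate block (757) and leaving out SV replicate 1 (724) or SV replicate 4 (766) come within 1.5 times the paper's count, the tolerance used for all counts here, and the other alternatives do not. For SV only the paper gives 111, against 321 here (267–431 under the alternatives), and for RT only 1792, against 4118 (2936–4519). The paper gives 862 DEGs at p under 0.01 but does not say which regions that test compared. The counts here may therefore not be of the same kind. An F-test over 3 regions, chosen here, gives 9464 at an unadjusted p under 0.01. The methods' t-test of SV against ST at p under 0.01 and over 2-fold, chosen after the data were seen, gives 822. The paper's text does not give the fold threshold of its volcano plot or the rule that divides it by RT, so those used here may differ. In that plot the paper counts 107 DEGs higher in both SV and RT and 24 in SV only, against 245 and 39 here. The first comes within 1.5 times the paper's count with linear signal (154) and pairing (127), and the other alternatives differ, at 176–301 with 1 array left out and 204 with unequal variances, 223 with quantile normalization and 245 with a ratio of means. The second does so with linear signal (32), a ratio of means (36), unequal variances (26), quantile normalization (31), pairing (33) and without SV replicate 1 (29), SV replicate 2 (35), SV replicate 4 (27), ST replicate 1 (33) or ST replicate 4 (36), and does not without RT replicate 1 (47), RT replicate 2 (39), RT replicate 3 (46), SV replicate 3 (44), ST replicate 2 (48) or ST replicate 3 (43).

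Read from the paper's Fig. 4d, Cyp26a1 lies at a log2 fold change of about 5.3, against 5.26 here, and Mal2 at about 7.6, against 7.6 here; with log2(signal + 32) the values here are 3.09 and 3.00, and with a floor of 32 they are 3.27 and 2.85.

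Gene by gene, of the 11 genes that the paper shows as SV-specific in Fig. 4d, 8 were also higher in RT at the methods' threshold (p under 0.05 and over 2-fold) on log2 signal. The count was 6 without RT replicate 3. The 8 include Cyp26a1, whose call in RT is lost in other settings given below. By limma, at a threshold that is not the paper's, 7 were higher in RT, Cyp26a1, Tnmd, Jakmip2, Gsg1l, Ly6d, Sema3d and Aqp1, or 6 with median centring and 3 without RT replicate 3. Enam, shown there too, was not called in SV (0.17, adjusted p = 0.971), and Wnt7b, which the paper names among RT-specific genes, was not called in RT (0.32, adjusted p = 0.601). At the methods' threshold on log2 signal all 8 measured genes named by the paper for the SV were higher in SV. On that scale 4 of them, Cyp26a1, Il34, Gpnmb and Sfrp1, were higher in RT too. The RT call of Cyp26a1 is lost on linear signal, with unequal variances, with quantile normalization, with pairing of replicates and without any 1 ST array. By limma Il34 and Gpnmb were called higher in RT and not in SV, and Sfrp1 was called higher in both.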

Other observations

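Of 25 junction genes, 11 were higher and 4 lower in RT (10 and 3 with quantile normalization, 10 and 4 with median centring; camera adjusted p = 0.285), with Cldn3, a claudin gene (3.60, adjusted p = 3.69e-06; SV 0.97, adjusted p = 0.106), and Cldn1 (3.92, adjusted p = 1.72e-04) higher, and in SV 2 were higher, Cdh1 and Dsg2 (5 when adjusted over the list alone; camera adjusted p = 0.0833). Cell cycle genes were 4 higher and 9 lower of 28 in RT (4 and 12 with quantile normalization, 3 and 14 with median centring; camera adjusted p = 0.0757): the mitotic kinase gene Cdk1 (-2.80, adjusted p = 1.50e-05) and Bub1 (-2.92, adjusted p = 7.04e-04) were lower and Ccnd1, for cyclin D1, was higher in RT (3.51, adjusted p = 3.99e-06) and in SV (1.73, adjusted p = 0.00459), where 2 were higher in all (camera adjusted p = 0.293). Of 12 genes of microtubule acetylation 2 were lower in RT (3 with median centring, and 1 higher and 2 lower without RT replicate 3; camera adjusted p = 0.998), the tubulin deacetylase gene Hdac6 (-1.71, adjusted p = 2.21e-05) and Map4 (-1.25, adjusted p = 1.62e-04, where another probe set gives another call), and limma called 0 in SV, with 0 at an unadjusted p under 0.05 (camera adjusted p = 0.658); between SV and RT the median was -0.11, the mean 0.05 and the test upward. Genes of dissection stress were 2 higher and 3 lower of 20 in RT (1 and 5 with median centring; camera adjusted p = 0.776; median 0.07, mean 0.10, test downward), and 1 was higher in SV, the early response gene Ier3 (1.79, adjusted p = 2.97e-04; RT 3.20, adjusted p = 7.44e-07; camera adjusted p = 0.583).

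Undifferentiated spermatogonium markers were 2 higher and 5 lower of 13 in RT (camera adjusted p = 0.513), and 1 was higher in SV, Gfra1 (camera adjusted p = 0.144); of the differentiating germ cell markers, limma called 0 in SV (1 lower without RT replicate 3), with 0 higher and 3 lower at an unadjusted p under 0.05 (camera adjusted p = 0.0678). Myoid and smooth muscle markers were 2 higher and 3 lower of 11 in RT (1 and 4 with median centring; camera adjusted p = 0.602), with the actin gene Acta2 lower (-1.65, adjusted p = 2.08e-04), and 0 were called in SV by limma, with 0 at an unadjusted p under 0.05 (camera adjusted p = 0.691). Leydig cell markers were 0 of 6 in both by limma, with 1 higher in SV and 0 in RT at an unadjusted p under 0.05 (camera adjusted p = 0.144 in SV and 0.998 in RT), and lymphocyte markers 0 of 11 in both, with 1 higher in SV and 0 in RT (camera adjusted p = 0.383 in SV and 0.776 in RT). Blood vessel markers were 4 higher and 1 lower of 12 in RT (2 and 2 with quantile normalization, 1 and 2 with median centring or without RT replicate 3; camera adjusted p = 0.481), led by the VEGF receptor gene Kdr (RT 3.85, adjusted p = 2.86e-07; SV 2.10, adjusted p = 9.87e-05), and 1 was higher in SV (camera adjusted p = 0.0208; adjusted p = 0.491 with an estimated correlation). Lymphatic markers were 3 higher of 7 in RT (4 when adjusted over the list alone; 2 with quantile normalization or median centring; camera adjusted p = 0.127), with Pdpn, for podoplanin (2.02, adjusted p = 4.67e-06), and limma called 0 in SV, with 2 at an unadjusted p under 0.05 (camera adjusted p = 0.0215; adjusted p = 0.282 with an estimated correlation). Fibroblast markers were 2 higher of 12 in RT (4 with quantile normalization or without RT replicate 3, 1 with median centring; camera adjusted p = 0.0205; adjusted p = 0.395 with an estimated correlation) and 1 in SV, Fbln1, for fibulin 1 (1.83, adjusted p = 5.17e-04; camera adjusted p = 0.636). Of the mesothelium markers, Upk3b, for an uroplakin, was the most changed in SV (4.99, adjusted p = 1.74e-05; RT 6.24, adjusted p = 7.08e-07). Of 5 red cell markers 1 was lower in RT, Alas2 (-1.13, adjusted p = 0.00653; median of the list 0.13, test downward; camera adjusted p = 0.978), not called without RT replicate 2 (-0.92), with 1 higher and 1 lower without RT replicate 3, and limma called 0 in SV, with 0 at an unadjusted p under 0.05 (camera adjusted p = 0.755).

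In the tests that follow, those of replicate sets for the shared genes, of a mixture for genes higher in SV than in both, of tubule tissue and of the label in RT replicate 3, and of the scaling were chosen only after the result was seen. The genes shared by SV and RT could come from RT tissue within the SV pieces; if all transcripts came at 1 share, their fractions of the RT excess should agree, and 67.2% of them lie within 2-fold of the median fraction, against 97.3%, 96.6% and 90.5% when an RT array is held against the others, which does not decide it. Within replicates 1 and 2 alone 974 probe sets were called in both, and within replicates 3 and 4 alone 0 with limma (847 at an unadjusted p under 0.05, where all arrays give 1305). SV and ST hold 2 arrays of each set, so a shift alike in all regions cannot make the SV difference, and calls within 1 set argue against a difference between the sets as the whole cause. That no shared gene was called by limma in replicates 3 and 4 has no tested cause. The covariance of the 2 fold changes was 0.513, against 0.179 in the simulation with shared ST arrays.

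A mixture of RT and ST tissue would put SV between them. Over all 45101 probe sets, the larger of the 2 one-sided p of SV against ST and SV against RT was adjusted, and 3 probe sets passed at over 2-fold: Wfdc18, Ncmap, chosen after its values were seen, and Timp1. For these 3 the values argue against a mixture, with SV arrays from 4870, 658 and 1837 and other arrays up to 2156, 322 and 1125. Cyp26a1, the leading gene of the paper from these same arrays and planned here as a single result, did not pass that test, but on its own it was 3.36 ± 0.58 (log2 fold change and standard error) higher in SV than in RT and 5.26 ± 0.53 higher than in ST, with SV arrays from 206 and other arrays up to 97.3, which argues against a mixture for this gene; in replicates 3 and 4 alone the difference from RT was 1.39 ± 0.60 (adjusted p = 0.354). For the other 28 of the 32 a mixture stays open, since they were selected for lying above both.

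RT replicate 3 stands apart from RT replicates 1 and 2: over 16 Sertoli cell markers lower in RT it is higher by a median of 1.10 on the log2 scale, 15 of them above both other RT arrays, and over 11 rete and 6 efferent duct markers its median difference is −0.67 and −1.23, which is consistent with tubule tissue in this pool. Over the 32 probe sets higher in SV than in both, its median difference is 0.76, with 26 above both other RT arrays. Between replicates 3 and 4 and replicates 1 and 2 the same Sertoli markers differ by a median of −0.17 in ST and 0.50 in SV (standard error over markers 0.11). The ST arrays alone speak against a shift of the whole set, but the SV arrays move in the direction of RT replicate 3, and this array is the only RT array of its set, so tubule tissue and a difference between the sets cannot be told apart here. A wrong label was tested first by correlation (0.944 with the other RT arrays, 0.942 with SV arrays, 0.916 with ST arrays), which left it undecided; that test was then replaced by the rete testis markers, where the array lies 1.11 above the highest SV or ST array.

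Of the RT against ST calls, 58.5% are higher among probe sets above the median signal, and 34.9% with each array centred on its median. Other splits of the arrays into groups of the same sizes, 35 in each comparison, gave for SV against ST 2 splits with as many calls as the real 705, the other being replicates 1 and 2 against 3 and 4 (1370). By that count the real grouping of SV against ST does not stand out, since this other split has more calls. Among the 8 splits that part all same-number pairs, only the real one has calls. The rest of the 8 mix SV and ST arrays within each group, which adds the region difference to the spread. Their lack of calls therefore does not decide it. For RT against ST only 1 split, the real one, reached 7080 (highest other 1), and for SV against RT only the real one reached 3583 (highest other 1637, SV replicate 1 with the 3 RT arrays).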
